# SNPC-1.3 is a sex-specific transcription factor that drives male piRNA expression in *C. elegans*

**DOI:** 10.7554/eLife.60681

**Published:** 2021-02-15

**Authors:** Charlotte P Choi, Rebecca J Tay, Margaret R Starostik, Suhua Feng, James J Moresco, Brooke E Montgomery, Emily Xu, Maya A Hammonds, Michael C Schatz, Taiowa A Montgomery, John R Yates, Steven E Jacobsen, John K Kim

**Keywords:** piRNA, spermatogenesis, sex determination, germline development, TRA-1, transcription, *C. elegans*

## Abstract

Piwi-interacting RNAs (piRNAs) play essential roles in silencing repetitive elements to promote fertility in metazoans. Studies in worms, flies, and mammals reveal that piRNAs are expressed in a sex-specific manner. However, the mechanisms underlying this sex-specific regulation are unknown. Here we identify SNPC-1.3, a male germline-enriched variant of a conserved subunit of the small nuclear RNA-activating protein complex, as a male-specific piRNA transcription factor in *Caenorhabditis elegans*. SNPC-1.3 colocalizes with the core piRNA transcription factor, SNPC-4, in nuclear foci of the male germline. Binding of SNPC-1.3 at male piRNA loci drives spermatogenic piRNA transcription and requires SNPC-4. Loss of *snpc-1.3* leads to depletion of male piRNAs and defects in male-dependent fertility. Furthermore, TRA-1, a master regulator of sex determination, binds to the *snpc-1.3* promoter and represses its expression during oogenesis. Loss of TRA-1 targeting causes ectopic expression of *snpc-1.3* and male piRNAs during oogenesis. Thus, sexually dimorphic regulation of *snpc-1.3* expression coordinates male and female piRNA expression during germline development.

## Introduction

Piwi-interacting RNAs (piRNAs), a distinct class of small noncoding RNAs, function to preserve germline integrity (Batista et al., 2008; Carmell et al., 2007; Cox et al., 1998; Deng and Lin, 2002; Kuramochi-Miyagawa et al., 2008; Lin and Spradling, 1997; Wang and Reinke, 2008). In *Drosophila*, mutation of any of the three Piwi genes (*piwi*, *aub*, *ago3*) results in rampant activation of transposons in the germline and severe defects in fertility (Brennecke et al., 2007; Harris and Macdonald, 2001; Lin and Spradling, 1997; Vagin et al., 2006). In *Mus musculus*, mutation of the Piwi protein MIWI leads to the misregulation of genes involved in germ cell development, defective gametogenesis, and sterility (Deng and Lin, 2002; Zhang et al., 2015b). *Caenorhabditis elegans* piRNAs can be inherited across multiple generations and trigger the transgenerational silencing of foreign elements such as transgenes. Disruption of this inheritance results in eventual germline collapse and sterility, known as the germline mortal phenotype (Ashe et al., 2012; Buckley et al., 2012; Shirayama et al., 2012). Taken together, piRNAs are essential to preserve germline integrity and ensure the reproductive capacity in metazoans.

Loss of the piRNA pathway can have distinct consequences between the sexes and across developmental stages. Many species show sex-specific expression of piRNAs (Armisen et al., 2009; Billi et al., 2013; Williams et al., 2015; Yang et al., 2013; Zhou et al., 2010). Demonstrated by hybrid dysgenesis, the identity of maternal, but not paternal, piRNAs in flies is important for fertility of progeny (Brennecke et al., 2008). In contrast, the piRNA pathway in mammals appears to be dispensable for female fertility (Carmell et al., 2007; Murchison et al., 2007), but distinct subsets of piRNAs are required for specific stages of spermatogenesis (Aravin et al., 2003; Aravin et al., 2006; Carmell et al., 2007; Di Giacomo et al., 2013; Gainetdinov et al., 2018; Girard et al., 2006; Grivna et al., 2006; Kuramochi-Miyagawa et al., 2008; Li et al., 2013). In worms, most piRNAs are uniquely enriched in either the male or female germline (Billi et al., 2013; Kato et al., 2009). Nevertheless, in all of these contexts, how the specific expression of different piRNA subclasses is achieved is poorly understood.

piRNA biogenesis is strikingly diverse across organisms and tissue types. In the *Drosophila* germline, piRNA clusters are found within pericentromeric or telomeric heterochromatin enriched for H3K9me3 histone modifications. The HP1 homolog Rhino binds to H3K9me3 within most of these piRNA clusters and recruits Moonshiner, a paralog of the basal transcription factor TFIIA, which, in turn, recruits RNA polymerase II (Pol II) to enable transcription within heterochromatin (Andersen et al., 2017; Chen et al., 2016; Klattenhoff et al., 2009; Mohn et al., 2014; Pane et al., 2011). Two waves of piRNA expression occur in mouse testes: pre-pachytene piRNAs are expressed in early spermatogenesis and silence transposons, whereas pachytene piRNAs are expressed in the later stages of meiosis and have unknown functions. While the mechanisms of pre-pachytene piRNA transcription remain elusive, pachytene piRNAs require the transcription factor A-MYB, along with RNA Pol II (Li et al., 2013).

In *C. elegans*, SNPC-4 is essential for the expression of piRNAs in the germline (Kasper et al., 2014). SNPC-4 is the single *C. elegans* ortholog of mammalian SNAPC4, the largest DNA binding subunit of the small nuclear RNA (snRNA) activating protein complex (SNAPc). A complex of SNAPC4, SNAPC1, and SNAPC3 binds to the proximal sequence element (PSE) of snRNA loci to promote their transcription (Henry et al., 1995; Jawdekar and Henry, 2008; Ma and Hernandez, 2002; Su et al., 1997; Wong et al., 1998; Yoon et al., 1995). SNPC-4 occupies transcription start sites of other classes of noncoding RNAs across various *C. elegans* tissue types and developmental stages (Kasper et al., 2014; Weng et al., 2019). Furthermore, piRNA biogenesis factors PRDE-1, TOFU-4, and TOFU-5 are expressed in germ cell nuclei and interact with SNPC-4 at clusters of piRNA loci (Goh et al., 2014; Kasper et al., 2014; Weick et al., 2014; Weng et al., 2019). These data suggest that SNPC-4 has been co-opted by germline-specific factors to transcribe piRNAs.

The vast majority of the ~15,000 piRNAs in *C. elegans* are encoded within two large megabase genomic clusters on chromosome IV (Das et al., 2008; Ruby et al., 2006). Each piRNA locus encodes a discrete transcriptional unit that is individually transcribed as a short precursor by Pol II (Gu et al., 2012; Cecere et al., 2012; Billi et al., 2013). Processing of precursors yields mature piRNAs that are typically 21 nucleotides (nt) in length and strongly enriched for a 5′ uracil (referred to as 21U-RNAs). Transcription of these piRNAs requires a conserved eight nt core motif (NNGTTTCA) within their promoters (Billi et al., 2013; Cecere et al., 2012; Ruby et al., 2006). piRNAs enriched during spermatogenesis are associated with a cytosine at the 5′ most position of the core motif (CNGTTTCA); mutation of cytosine to adenine at this position results in ectopic expression of normally male-enriched piRNAs during oogenesis. In contrast, genomic loci expressing piRNAs enriched in the female germline show no discernable nucleotide bias at the 5′ position (Billi et al., 2013). While differences in cis-regulatory sequences contribute to the sexually dimorphic nature of piRNA expression, sex-specific piRNA transcription factors that drive distinct subsets of piRNAs in the male and female germlines remain to be identified.

Here, we demonstrate that SNPC-1.3, an ortholog of human SNAPC1, is required specifically for male piRNA expression. Furthermore, TRA-1, a master regulator of sex determination, transcriptionally represses *snpc-1.3* during oogenesis to restrict its expression to the male germline. Taken together, our study reports the first example of a sex-specific piRNA transcription factor that drives the expression of male-specific piRNAs.

## Results

### SNPC-4 is a component of the core piRNA transcription complex that drives all piRNA expression

SNPC-4-specific foci are present in both male and female germ cell nuclei (Kasper et al., 2014), but the role of SNPC-4 in the male germline is not well understood. We hypothesized that SNPC-4 is required for piRNA biogenesis in both the male and female germline. To test this, we conditionally depleted the SNPC-4 protein using the auxin-inducible degradation system (Zhang et al., 2015a; Figure 1—figure supplement 1A). We added an auxin-inducible degron (AID) to the C-terminus of SNPC-4 using CRISPR/Cas9 genome engineering, and crossed this strain into worms expressing TIR1 under the germline promoter, *sun-1*. TIR1 is a plant-specific F-box protein that mediates the rapid degradation of *C. elegans* proteins tagged with an AID in the presence of the phytohormone auxin. Thus, addition of auxin to the *snpc-4::aid; Psun-1::TIR1* strain is expected to degrade SNPC-4::AID, whereas strains with *snpc-4::aid* alone serve as a negative control; under these conditions, we examined a panel of spermatogenesis- and oogenesis-enriched piRNAs (Billi et al., 2013) during spermatogenesis and oogenesis. Unless otherwise stated, spermatogenesis and oogenesis stages will correspond to time points taken at 48 hr and 72 hr, respectively, post-L1 hatching at 20°C. Worms depleted of SNPC-4 showed decreased expression of both spermatogenesis- and oogenesis-enriched piRNAs during spermatogenesis and oogenesis time points, respectively (Figure 1A), confirming that SNPC-4 is a core piRNA transcription factor required for all piRNA expression.

**Figure 1.**
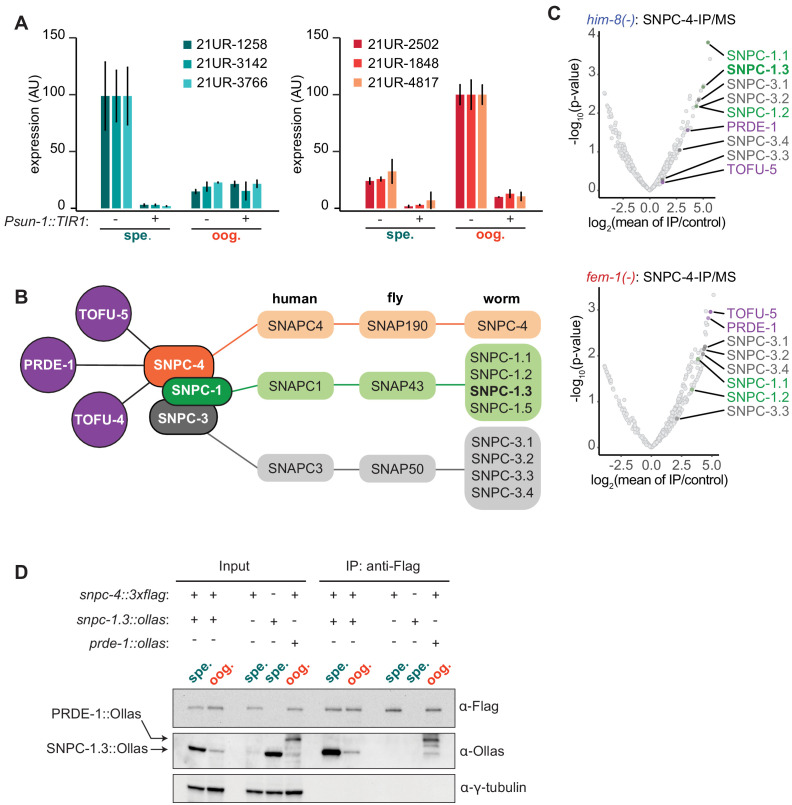
SNPC-4 and SNPC-1.3 are part of the male piRNA transcription complex. (**A**) SNPC-4 is required for both male and female piRNA expression. Taqman qPCR of male (left) and female (right) piRNAs normalized to U18 small nucleolar RNA in *snpc-4::aid* (denoted as ‘−’) and *snpc-4::aid; Psun-1::TIR1* (denoted as ‘+’) worms. Both genotypes were placed on auxin, and collected during spermatogenesis (spe., 48 hr) and oogenesis (oog., 72 hr). Error bars: ± SD from two technical replicates. (**B**) Schematic highlights the conservation of SNAPc homologs from *C. elegans*, *D. melanogaster*, *and H. sapiens* and catalogs all SNPC-4 (orange) interacting partners from previous work (Weick et al., 2014; Weng et al., 2019) or from our own analysis. Known piRNA biogenesis factors (purple), SNPC-1 paralogs (green), and SNPC-3 paralogs (gray) are indicated. (**C**) SNPC-1.3 interacts with SNPC-4 in only *him-8(-)* mutants. Volcano plots showing enrichment values of IP of SNPC-4 over control (control: *him-8(-)* mutants for top panel or *fem-1(-)* mutants for bottom panel) and analogous significance values for proteins that co-purified with SNPC-4::3xFlag from (top) *him-8(-)* mutants or (bottom) *fem-1(-)* mutants (n = 2 biological replicates). piRNA biogenesis factors (purple), SNPC-1 paralogs (green), and SNPC-3 paralogs (dark gray) are labeled in (**B**). Although SNPC-3.1 and SNPC-3.2 are reported to have the same amino acid sequence, we have picked up differential peptide coverage in the *fem-1(-)* mutant for these two proteins and represented them as two different data points. (**D**) SNPC-4 interacts with SNPC-1.3. Anti-Flag immunoprecipitation of SNPC-4::3xFlag and western blot for SNPC-1.3::Ollas during spermatogenesis (spe.) and oogenesis (oog.). PRDE-1::Ollas was used as a positive control for interaction with SNPC-4::3xFlag (Kasper et al., 2014). γ-Tubulin was used as the loading control. Figure 1—source data 1.Source data for Figure 1A.

**Figure 1—figure supplement 1.**
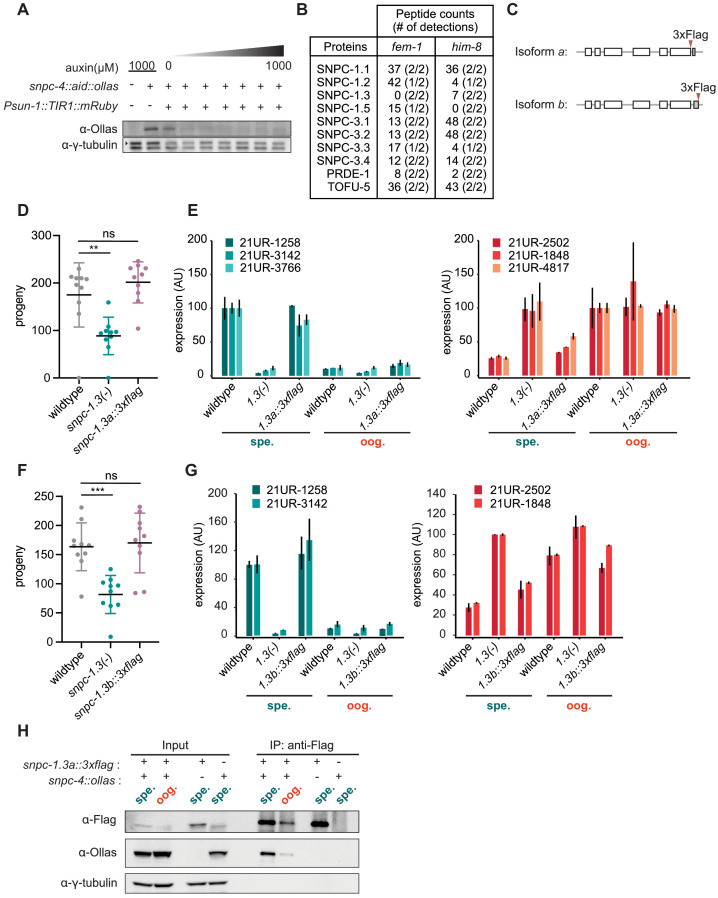
Validation of strains and mass spectrometry. (**A**) SNPC-4::AID is substantially degraded at 250 µM auxin in the germline. Western blot of SNPC-4::AID::Ollas in worms placed on various auxin concentrations (0, 25, 50, 100, 250, 500, 1000 µM) for 1 hr. The germline promoter *Psun-1* was used to drive expression of the *A. thaliana* TIR1. γ-Tubulin is the loading control. (**B**) Table showing the peptide counts of SNAPc homologs and piRNA biogenesis proteins from the first biological replicate in immunopurified samples of SNPC-4::3xFlag identified by mass spectrometry of immunopurified SNPC-4::3xFlag from *fem-1(-)* and *him-8(-)* strains. (**C**) Schematic of *snpc-1.3* locus showing the location of the two different isoform-specific tags. (**D**) *snpc-1.3a::3xflag* strain has wild-type fertility at 25°C. Black bars indicate mean ± SD of n = 10 worms (wild type versus *snpc-1.3(-)* mutant **p≤0.005, Welch’s t-test). (**E**) *snpc-1.3a::3xflag* strain has wild-type levels of male and female piRNAs during spermatogenesis and oogenesis. *1.3(-)* denote*s snpc-1.3(-). 1.3a::3xflag* denotes *snpc-1.3a::3xflag.* Error bars: ± SD from two technical replicates. (**F**) s*npc-1.3b::3xflag* strain has wild-type fertility at 25°C. Black bars indicate mean ± SD of n = 10 worms (wild type versus *snpc-1.3(-)* mutant ***p≤0.0001, Welch’s t-test). (**G**) *snpc-1.3b::3xflag* strain has wild-type levels of male and female piRNAs during spermatogenesis and oogenesis. *1.3(-)* denote*s snpc-1.3(-). 1.3b::3xflag* denotes *snpc-1.3b::3xflag.* Error bars: ± SD from two technical replicates. (**H**) SNPC-1.3 interacts with SNPC-4. Reciprocal immunoprecipitation of Figure 1D. Anti-Flag immunoprecipitation of SNPC-1.3::3xFlag and western blot of SNPC-4::Ollas during spermatogenesis and oogenesis. γ-Tubulin is the loading control.

Given that SNPC-4 activates transcription of piRNAs in both sexes, we hypothesized that sex-specific cofactors might associate with SNPC-4 to regulate sexually dimorphic piRNA expression. To test this hypothesis, we leveraged genetic backgrounds that masculinize or feminize the germline. Specifically, we used *him-8(-)* mutants, which have a higher incidence of males (∼30% males compared to <0.5% spontaneous males in the wild-type hermaphrodite population) (Hodgkin et al., 1979), and *fem-1(-)* mutants, which are completely feminized when grown at 25°C (Doniach and Hodgkin, 1984). We introduced a C-terminal 3xFlag tag sequence at the endogenous *snpc-4* locus using CRISPR/Cas9 genome editing (Paix et al., 2015) and performed immunoprecipitation of SNPC-4::3xFlag followed by mass spectrometry. PRDE-1 and TOFU-5 co-purified with SNPC-4::3xFlag in both *him-8(-)* and *fem-1(-)* mutants, suggesting that these known piRNA biogenesis factors exist as a complex in both male and female germlines (Figure 1B,C, Figure 1—figure supplement 1B). While a single worm ortholog, SNPC-4, exists for human SNAPC4, the *C. elegans* genome encodes four homologs of human SNAPC1 (worm SNPC-1.1, -1.2, -1.3, and -1.5) and four homologs of human SNAPC3 (worm SNPC-3.1, -3.2, -3.3, and -3.4, Figure 1B; Li et al., 2004). From our mass spectrometry analysis, six of the eight *C. elegans* homologs of SNAPC1 and SNAPC3 co-purified with SNPC-4::3xFlag from both *him-8(-)* and *fem-1(-)* genetic backgrounds (Figure 1B,C). These results revealed that SNPC-4 interacts with both snRNA and piRNA transcriptional machinery.

### SNPC-1.3 interacts with the core piRNA biogenesis factor SNPC-4 during spermatogenesis

We also identified proteins that co-purified with SNPC-4::3xFlag from *him-8(-)*, but not *fem-1(-)* mutants. We were particularly interested in SNPC-1.3 because of its homology to the mammalian SNAPC1 subunit of the snRNA transcription complex. We confirmed that SNPC-1.3 interacts with SNPC-4 by using CRISPR/Cas9 genome editing to generate an endogenously tagged *snpc-1.3::ollas* strain. We then crossed *snpc-1.3::ollas* into the *snpc-4::3xflag* strain and performed immunoprecipitation with anti-Flag antibodies. In agreement with the mass spectrometry data, SNPC-4::3xFlag and SNPC-1.3:Ollas interacted robustly during spermatogenesis. The interaction was detectable at a much lower level during oogenesis (Figure 1D). The reciprocal co-immunoprecipitation of SNPC-1.3::3xFlag followed by western blotting for SNPC-4::Ollas confirmed this biochemical interaction (Figure 1—figure supplement 1H), suggesting that SNPC-1.3 forms a complex with the previously characterized piRNA biogenesis factor SNPC-4.

### SNPC-1.3 is enriched in the male germline

To determine whether SNPC-1.3 expression is restricted to the germline, we first examined *snpc-1.3* mRNA levels during early spermatogenesis (36 hr post-L1 hatching) in worms fed *glp-1* RNAi, which abrogates germline development. The mRNA of *snpc-4*, which is highly expressed in the germline (Kasper et al., 2014), was used as a control. Knockdown of *glp-1* mRNA markedly reduced both *snpc-1.3* and *snpc-4* mRNAs. SNPC-1.3::3xFlag protein expression was also reduced in a *glp-4* temperature-sensitive mutant, which fails to develop fully expanded germlines at 25°C (Beanan and Strome, 1992), suggesting that SNPC-1.3 is predominantly expressed in the germline (Figure 2A).

**Figure 2.**
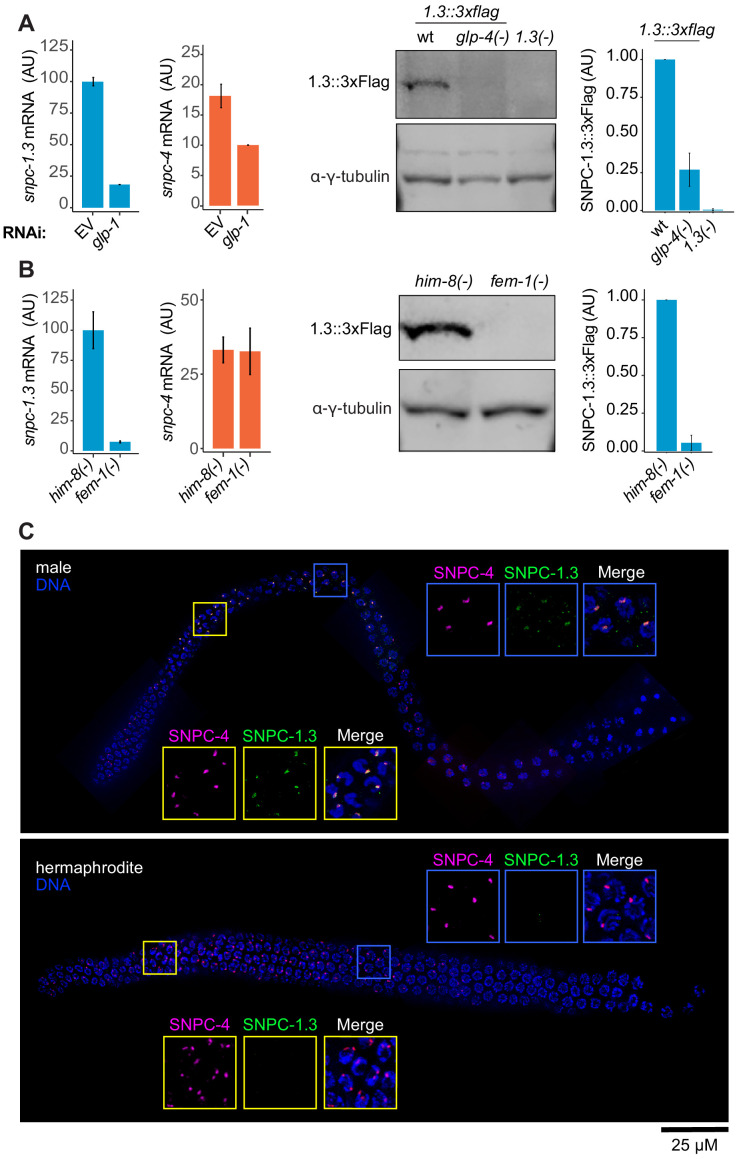
SNPC-1.3 is enriched in the male germline. (**A**) SNPC-1.3 is predominantly germline-expressed. (Left) *snpc-1.3* mRNA expression is reduced upon RNAi-mediated knockdown of *glp-1* during early spermatogenesis (36 hr). The housekeeping gene *eft-2* was used for normalization. Error bars: ± SD of two technical replicates. (Right) Western blot and quantification of SNPC-1.3::3xFlag in wild type, *glp-4(-)*, and *snpc-1.3(-)* (no-Flag control) during spermatogenesis. Error bars: ± SD of two biological replicates. γ-Tubulin was used as the loading control. (**B**) SNPC-1.3 is more highly expressed in males. (Left) *snpc-1.3* mRNA expression is dramatically enriched in *him-8(-)* males over *fem-1(-)* females during spermatogenesis, whereas *snpc-4* mRNA expression shows no specific enrichment. *eft-2* was used for normalization. Error bars: ± SD of two technical replicates. (Right) Western blot and quantification of SNPC-1.3::3xFlag in *him-8(-)* and *fem-1(-)*. Error bars: ± SD of two biological replicates. γ-Tubulin was used as the loading control. (**C**) SNPC-1.3 colocalizes with SNPC-4 in the male germline. Dissected adult male (top) and hermaphrodite (bottom) germlines stained for DNA, SNPC-4::3xFlag (magenta) and SNPC-1.3::Ollas (green) in a N2 background. Yellow insets: transition zone. Blue insets: pachytene. Representative image of three biological replicates is shown (male, n = 21, 18, 15 and hermaphrodite, n = 18, 10, 10). Scale bar, 25 µm. Figure 2—source data 1.Source data for Figure 2A. Figure 2—source data 2.Source data for Figure 2A. Figure 2—source data 3.Source data for Figure 2B. Figure 2—source data 4.Source data for Figure 2B.

To examine differential *snpc-1.3* expression between the sexes, we measured *snpc-1.3* mRNA levels in *him-8(-)* males and *fem-1(-)* females. The expression of *snpc-1.3* mRNA was greatly enriched in *him-8(-)* relative to *fem-1(-)*, while *snpc-4* mRNA did not show any differential expression. At the protein level, SNPC-1.3::3xFlag was also highly enriched in males as compared to females by western blotting (Figure 2B).

SNPC-4, along with other piRNA factors, such as PRDE-1, localize to one or two foci in each germline nuclei (Kasper et al., 2014; Weick et al., 2014; Weng et al., 2019). Given that SNPC-1.3 is present in a complex with SNPC-4 (Figure 1D), we hypothesized that SNPC-1.3 might show a similar localization pattern to these other piRNA factors. To examine the subcellular localization of SNPC-1.3, we performed immunofluorescence in *snpc-4::3xflag; snpc-1.3::ollas* adult males and hermaphrodites. In the male germline, SNPC-1.3::Ollas colocalized with SNPC-4::3xFlag in the same nuclear foci (Figure 2C). In contrast, no SNPC-1.3::Ollas signal was detected above background in hermaphrodites (Figure 2C). Taken together, these data indicate that SNPC-1.3 co-localizes with SNPC-4 specifically in the male germline.

### SNPC-1.3 is required for transcription of male piRNAs

Given the prominent interaction between SNPC-1.3 and SNPC-4 in the male germline (Figure 1D), we hypothesized that SNPC-1.3 might be required for piRNA expression during spermatogenesis. To test this hypothesis, we generated a *snpc-1.3* null allele by introducing mutations that result in a premature stop codon located eight amino acids away from the start codon at the *snpc-1.3* locus. We examined spermatogenesis in hermaphrodites and *him-8(-)* males and examined oogenesis in adult hermaphrodites and *fem-1(-)* females. As a control, we analyzed the loss-of-function mutant of the *C. elegans* Piwi protein, *prg-1(-)*, which almost completely lacked male and female piRNAs (Figure 3A), as expected. Levels of male piRNAs were dramatically reduced in *snpc-1.3(-)* hermaphrodites during spermatogenesis and in *him-8(-); snpc-1.3(-)* males, whereas female piRNAs were largely unaltered in *snpc-1.3(-)* adult hermaphrodites and in *fem-1(-); snpc-1.3(-)* females (Figure 3A,B). Unexpectedly, female piRNAs were also moderately upregulated by at least twofold in *snpc-1.3(-)* mutants undergoing spermatogenesis and in *him-8(-); snpc-1.3(-)* males. These findings suggest that, in addition to activating male piRNAs, SNPC-1.3 suppresses the expression of female piRNAs in the male germline, possibly by preferentially recruiting core factors such as SNPC-4 to male piRNA loci. As SNPC-4 is known to activate transcription of snRNAs as well as piRNAs (Kasper et al., 2014), we asked whether SNPC-1.3 is also required for transcribing snRNAs. To test this, we measured U1 snRNA levels in hermaphrodite adults after RNAi-mediated knockdown of *snpc-1.3*. In contrast to the reduction of U1 observed in *snpc-4* RNAi, U1 levels were not significantly altered when *snpc-1.3* was depleted (Figure 3—figure supplement 2A), suggesting that, unlike SNPC-4, SNPC-1.3 is likely specific to the transcription of male piRNAs and does not play a role in snRNA transcription.

**Figure 3.**
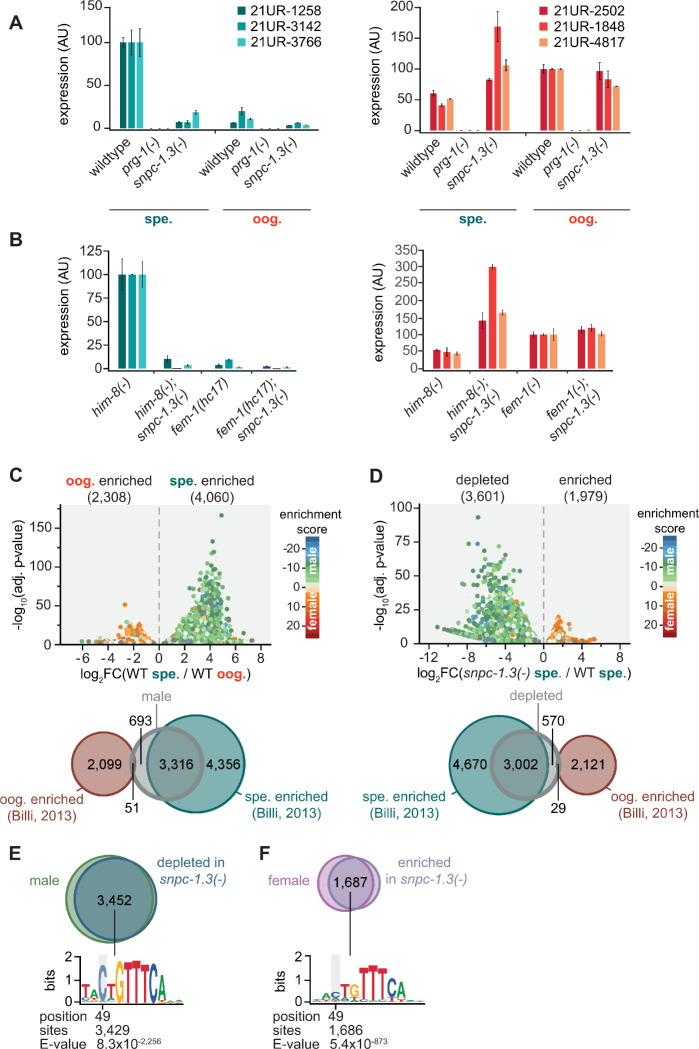
SNPC-1.3 is required for transcription of male piRNAs. (**A**) *snpc-1.3* is required for male piRNA expression (spe.) but is dispensable for female piRNA expression during oogenesis (oog.). Taqman qPCR and quantification of representative male (left) and female (right) piRNAs at spermatogenic and oogenic time points normalized to U18. Error bars: ± SD of two technical replicates. (**B**) *him-8(-); snpc-1.3(-)* mutant males exhibit severely impaired male piRNA expression and enhanced female piRNA expression. *snpc-1.3* is not required for male or female piRNA expression in *fem-1(-)* females. Error bars: ± SD from two technical replicates. (**C**) piRNAs are differentially expressed during spermatogenesis (spe.) and oogenesis (oog.) in wild-type worms. (Top) Volcano plot showing piRNAs with ≥1.2 fold-change and FDR of ≤0.05 in 48 hr (spe.) versus 72 hr (oog.). piRNAs are colored according to male and female enrichment scores from Billi et al., 2013. (Bottom) Overlap of male piRNAs (spe.) in wild type at 48 hr with spermatogenesis-enriched and oogenesis-enriched piRNAs defined in Billi et al., 2013. (**D**) piRNAs depleted in *snpc-1.3(-)* comprise mostly of male piRNAs. (Top) Volcano plot shows piRNAs with ≥1.2 fold-change and FDR ≤ 0.05 in *snpc-1.3(-)* mutant versus wild type during spermatogenesis (spe.). piRNAs are colored according to male and female enrichment scores from Billi et al., 2013. (Bottom) Overlap of *snpc-1.3-*dependent piRNAs with spermatogenesis- and oogenesis-enriched piRNAs defined in Billi et al., 2013. (**E**) Male piRNAs that are depleted in *snpc-1.3(-)* have a conserved upstream motif with a strong 5′ C bias. (Top) Overlap of *snpc-1.3-*dependent piRNAs with male piRNAs shown in (**C**). (Bottom) Logo plot displays conserved motif upstream of each piRNA. Median position of the C-nucleotide of the identified motif, number of piRNAs, and associated E-value are listed. (**F**) Female piRNAs are upregulated in *snpc-1.3(-)* mutants during spermatogenesis. (Top) Overlap of piRNAs upregulated at 72 hr (oog.) with piRNAs enriched in *snpc-1.3(-)* at 48 hr (spe.). (Bottom) Logo plot displays conserved motif upstream of each piRNA. Median position of the C-nucleotide of the identified motif, number of piRNAs, and associated E-value are listed. Figure 3—source data 1.Source data for Figure 3A. Figure 3—source data 2.Source data for Figure 3B.

**Figure 3—figure supplement 1.**
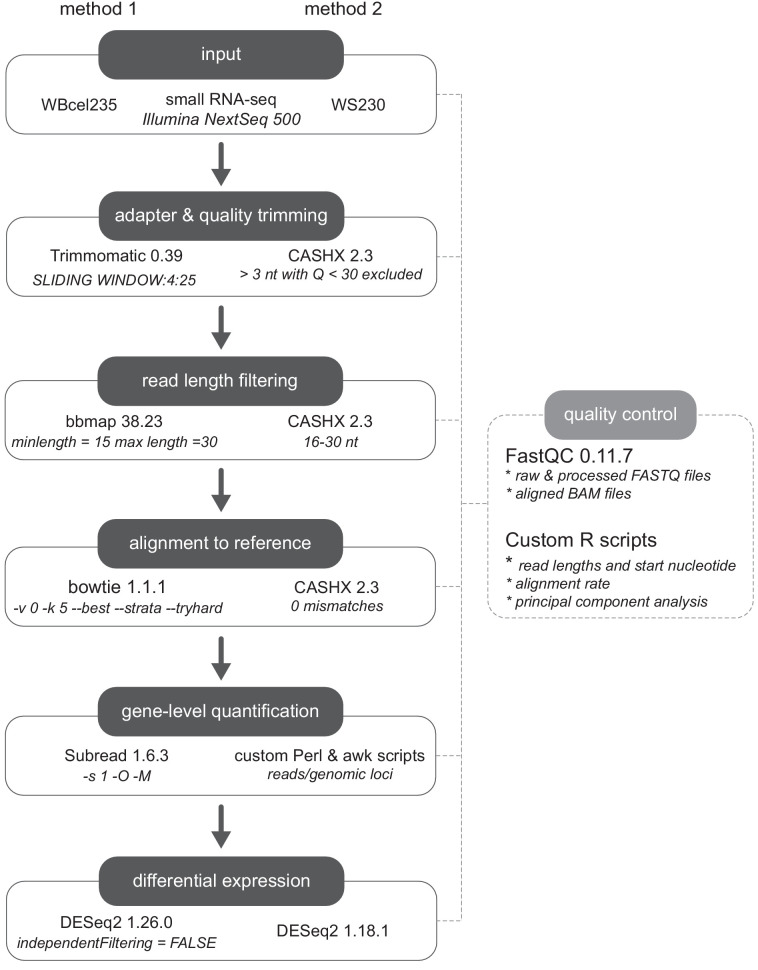
Small RNA-seq analysis pipeline. Two independent workflows (method 1 and method 2) were applied for differential expression analysis.

**Figure 3—figure supplement 2.**
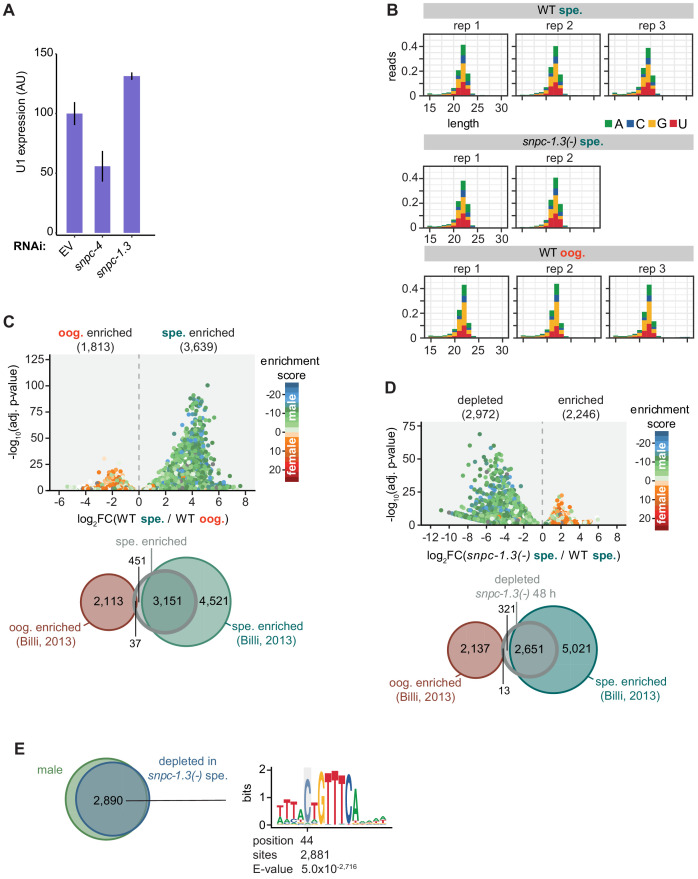
Quality control of small RNA-seq and validation analysis. (**A**) SNPC-1.3 is not responsible for U1 snRNA transcription. U1 snRNA levels normalized to *eft-2* upon knockdown of *snpc-4* (control) and *snpc-1.3*. Knockdown of *snpc-4*, but not of *snpc-1.3*, results in a reduction in U1 levels. Error bars: ± SD of two technical replicates. (**B**) Mapped reads distributed by read length and 5′ nucleotide identity. (**C**) (Top) Volcano plot showing differential piRNA expression between spermatogenesis and oogenesis in wild-type worms. piRNAs are colored according to male and female enrichment scores from Billi et al., 2013. Analysis shown is from a second, independent small RNA-seq analysis workflow (method 2). (Bottom) Overlap of spermatogenesis-enriched piRNAs in wild type at 48 hr with male and female piRNAs defined in Billi et al., 2013. (**D**) (Top) Volcano plot showing differential piRNA expression between *snpc-1.3(-)* mutants versus wild type during spermatogenesis. piRNAs are colored by enrichment scores of male and female piRNAs defined in Billi et al., 2013. Analysis shown is from a second, independent small RNA-seq analysis workflow (method 2). (Bottom) Overlap of SNPC-1.3-dependent piRNAs in wild type at 48 hr with male and female piRNAs defined in Billi et al., 2013. (**E**) Most SNPC-1.3-dependent piRNAs overlap with spermatogenesis-enriched piRNAs (left) and are enriched for the upstream eight nt core motif showing a bias for (**C**) at the 5′ position (right).

To extend these findings, we identified piRNAs enriched during spermatogenesis and oogenesis by small RNA-seq in wild-type worms. 

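Small RNA was sequenced from wild-type (WT) hermaphrodites grown at 20°C for 48 hr, when the germline undergoes spermatogenesis (spe.), and for 72 hr, when it undergoes oogenesis (oog.), with 3 libraries per stage. The authors trimmed the reads, kept those of small RNA length, aligned them to the WBcel235 genome with Bowtie without mismatches, and counted them on annotated features with featureCounts. Bowtie reported a limited number of best alignments per read. A read was counted at each reported place and at each feature it overlapped there. The deposited values are these counts, without normalization, for 46904 features. Between 4336397 and 10605717 counts per library (median 5685821) were assigned to features in WT spe., and between 11052340 and 11925119 (median 11397984) in WT oog. Of these, 466066 to 966423 counts per library in WT spe. and 1823464 to 2409230 in WT oog. fell on the piRNAs of chromosome IV. The paper's reported sequencing depth, before trimming and alignment, is a mean of 42.01 M reads per library (from 33.05 to 50.39 M). The paper states that each time point was run on its own flow cell, so this comparison alone does not separate flow cell from stage. The 4 groups of the experiment, 11 libraries in all, were fitted together with edgeR's quasi-likelihood model, scaled by TMM over the chromosome IV piRNAs. The p-values were adjusted by the Benjamini-Hochberg method over the piRNAs tested. A piRNA was called when its log2 fold change was at least 0.26 in size (1.2-fold) and its adjusted p at most 0.05, which are the paper's thresholds.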

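The annotation lists 14714 piRNAs on chromosome IV, of which 732 had no count in any library, leaving 13982 to be tested. Between WT spe. and WT oog., 7841 of these piRNAs passed the thresholds for fold change and adjusted p in edgeR. At an unadjusted p under 0.05, 8326 did. Chromosome IV piRNAs took 9.42% ± 1.20 (SD, n = 3) of all counts in WT spe. and 18.5% ± 2.21 (SD, n = 3) in WT oog. With miRNA totals as the scale, the log2 fold change of WT spe. over WT oog. had a median of −1.72 over the 6086 piRNAs with a mean of at least 10 CPM of the chromosome IV piRNA counts, and with TMM over the piRNAs it was −0.84.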

Using a 1.2-fold threshold and false discovery rate (FDR) of ≤0.05, a total of 6,368 of 14,714 piRNAs on chromosome IV were differentially expressed (Figure 3C; Figure 3—figure supplements 1 and 2C; Supplementary file 1). Among these, 4,060 piRNAs were upregulated during spermatogenesis (hereafter referred to as male piRNAs) and 2,308 piRNAs were upregulated during oogenesis, which we define as female piRNAs. 

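Of the piRNAs called between the stages, 3563 were higher in WT spe. (male piRNAs) and 4278 were higher in WT oog. (female piRNAs). The scaling moved this division most: with miRNA totals, 2222 piRNAs were higher in WT spe. and 5408 in WT oog., and DESeq2's Wald test with its own size factors gave 4060 and 2308. With each library left out in turn, the number of male piRNAs stayed between 3182 and 3633 and that of female piRNAs between 3901 and 4313. The male piRNA 21ur-1258 (WBGene00046264; chromosome IV, 14392623 to 14392643, plus strand) was at 248 ± 24.9 CPM in WT spe. and 45.1 ± 5.31 CPM in WT oog. (SD, n = 3 each), a log2 fold change of 2.47 (standard error 0.24, adjusted p = 4.7e-23 from edgeR). In edgeR's test, 21ur-3142 (WBGene00050196; 16733465 to 16733485, plus strand) had a log2 fold change of 2.80 (adjusted p = 3.3e-25), and 21ur-3766 (WBGene00050376; 16057712 to 16057732, minus strand) of 2.13 (adjusted p = 2.9e-17). The female piRNAs 21ur-1848 (WBGene00049851; 15152392 to 15152412, minus strand), 21ur-2502 (WBGene00045539; 15396845 to 15396865, plus strand) and 21ur-4817 (WBGene00048552; 15386083 to 15386103, minus strand) changed by −2.08, −1.25 and −2.25 on the log2 scale (edgeR, adjusted p = 2.5e-16, 4.7e-07 and 1.5e-18). All of these 6 piRNAs kept their direction and their call under each scaling tried, and their direction with each library left out. Among piRNAs whose libraries did not overlap between the stages, which chance gives for 10% of features with 3 libraries against 3, the smallest adjusted p-values toward WT spe. were those of 21ur-6420 (log2 fold change 4.68) and 21ur-3287 (4.22), and toward WT oog. those of 21ur-6516 (−5.21) and 21ur-6297 (−4.66). 21ur-4807 was also higher in WT spe., by 4.53. The probe that the paper lists under this name has the sequence of the female 21ur-4817 (TGGGTGAATTCTGTCCCGAAC), not of 21ur-4807 (TGGGAGAATAGTAAGGACGTG). 21ur-4807 may thus not be the piRNA that the paper measured. 21ur-1763 and 21ur-7637 overlap, as do 21ur-10837 and 21ur-1380, and each pair has identical counts, so the reads of its members cannot be separated. The members of these pairs were higher in WT spe. by 3.14 and 4.65, from 26 and 36 counts in all WT spe. libraries.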

We compared this dataset with our previous study that identified and categorized spermatogenesis- and oogenesis-enriched piRNAs, as well as piRNAs that were not statistically enriched (NE) either during oogenesis or spermatogenesis (Billi et al., 2013). Most male piRNAs identified in this study were also identified in our previous study (82%; 3,316/4,060; Figure 3C). Next, we investigated how loss of *snpc-1.3* affects global piRNA expression by performing small RNA-seq in wild type versus *snpc-1.3(-)* mutants during spermatogenesis. 

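The *snpc-1.3(-)* mutant was sequenced in 2 libraries at 48 hr, with 6732465 and 11395591 counts on features, of which 490418 and 1018096 fell on chromosome IV piRNAs. They were compared with the WT spe. libraries in the fit described for the stages, so both comparisons use the same WT spe. counts. To see what shared WT libraries alone could produce, 20 pairs of mutant libraries without any change were simulated at the depth and spread of the real ones. None of the 20 draws gave a called piRNA. Between 125 and 180 of the 13982 piRNAs had an unadjusted p under 0.05, fewer than independent libraries without change would give. The draws thus stayed closer to WT spe. than real libraries would, and cannot show what sharing adds. Small RNA reads on *snpc-1.3* itself numbered 1, 5 and 2 in WT spe. and 0 and 1 in the mutant, too few to tell the genotypes apart.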

We identified 3,601 piRNAs that were downregulated in a *snpc-1.3(-)* mutant compared to wild type (Figure 3D, Figure 3—figure supplement 2D, Supplementary file 2). Of these, 3,002 overlapped with spermatogenesis-enriched piRNAs identified in our previous study (Billi et al., 2013; Figure 3D). Additionally, 85% (3,452/4,060) of male piRNAs were depleted in *snpc-1.3(-)* mutants, suggesting that male piRNAs are regulated by SNPC-1.3 (Figure 3E, Figure 3—figure supplement 2E). 

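In *snpc-1.3(-)* during spermatogenesis, 3313 piRNAs were downregulated and 3576 were upregulated relative to WT spe. by edgeR's test. The scaling moved the number upregulated most, to 1961 with miRNA totals, while the number downregulated was then 3779. Of the called piRNAs, 3266 were also downregulated, 1979 also upregulated, and 0 called in the opposite direction in the DESeq2 fit. With libraries left out in turn, keeping at least 2 per group, the number downregulated stayed between 3050 and 3315. 21ur-1258 fell to 14.8 ± 6.94 CPM (SD, n = 2), a log2 fold change of −3.98 (standard error 0.36, edgeR, adjusted p = 6.6e-27). 21ur-3142 changed from 158 ± 40.8 CPM (SD, n = 3) to 18.2 ± 11.9 CPM (SD, n = 2), by −3.01 (adjusted p = 2.1e-16 from edgeR), and 21ur-3766 from 187 ± 61.2 to 51.2 ± 11.1 CPM, by −1.84 (adjusted p = 4.8e-09). The smallest adjusted p-values among downregulated piRNAs were those of 21ur-3287, with 3131 counts in the WT spe. libraries and 8 in the mutant (log2 fold change −7.80), and 21ur-770, with 3617 and 10 counts (−7.63). 21ur-4807 changed by −2.89. 21ur-1763 and 21ur-7637 had 0 counts in both mutant libraries.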

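Of the 3563 male piRNAs called here, 3086 were depleted in *snpc-1.3(-)*, or 86.6% (95% exact interval 85.5 to 87.7%, which covers counting error only), and 6 were enriched. Of the 6141 piRNAs not enriched in either stage, 216 were depleted and 244 enriched. The median log2 fold change of male piRNAs was −3.80. Since 847 male piRNAs had no count in either mutant library, the median was also taken with these at the bound that 3 counts allow, and was −2.79. Computed for each mutant library alone with 0.5 CPM added, it was −3.44 and −3.35. Male piRNAs were defined with the WT spe. libraries that the mutant is compared with, where a chance high count would make a piRNA both male and depleted. The simulated mutants without change gave medians of male piRNAs between −0.01 and 0.01. They stayed too close to WT spe. to show what this sharing adds.

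**Figure D1:**
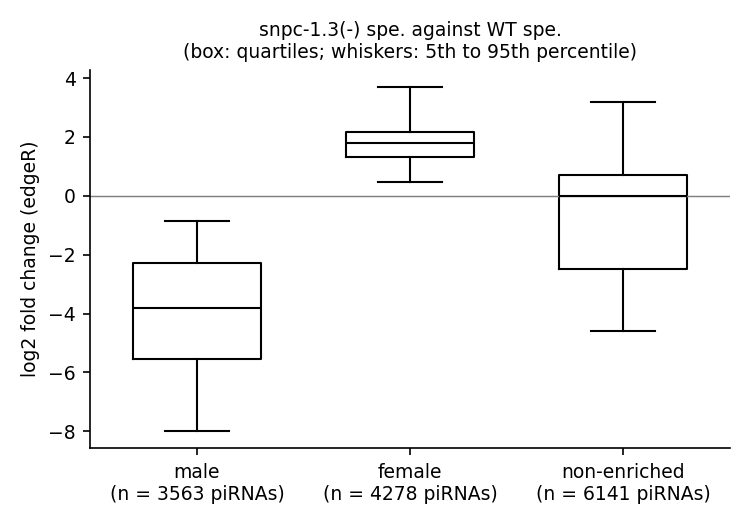
Log2 fold change of single piRNAs (vertical axis, edgeR) in *snpc-1.3(-)* against WT during spermatogenesis, by class, with boxes for the quartiles, lines for the medians and whiskers from the 5th to the 95th percentile. The median of the 3563 male piRNAs lies at −3.80 and that of the 4278 female piRNAs at 1.78.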

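Among the 4278 female piRNAs, 3326 were upregulated in *snpc-1.3(-)* during spermatogenesis, or 77.7% (95% exact interval 76.5 to 79.0%), and 11 were downregulated. Their median log2 fold change was 1.78, and 1.63 and 1.73 in the mutant libraries taken one at a time. The share depended on the scaling: with miRNA totals it was 36.1% of 5408 female piRNAs, at a median log2 fold change of 0.97. 21ur-1848 rose from 131 ± 53.1 CPM in WT spe. (SD, n = 3) to 521 ± 107 CPM in the mutant (SD, n = 2), by 1.97 on the log2 scale (adjusted p = 1.6e-12 from edgeR). By the same edgeR fit, 21ur-2502 rose by 1.79 (adjusted p = 5.7e-11) and 21ur-4817 by 1.84 (adjusted p = 5.1e-11). The smallest adjusted p-values among upregulated piRNAs were those of 21ur-296 (log2 fold change 3.30) and 21ur-6682 (3.37), both called female.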

Consistent with our Taqman analysis (Figure 3A,B), 73% (1,687/2,308) of oogenesis-enriched piRNAs identified in our study were significantly upregulated in *snpc-1.3(-)* mutants during spermatogenesis (Figure 3F).

We next analyzed the genomic loci of male piRNAs and *snpc-1.3*-dependent piRNAs. As expected, the intersection of these two piRNA subsets displayed strong enrichment for the eight nt core motif and the 5′-most position of this core motif was enriched for cytosine (CNGTTTCA. Figure 3E; Figure 3—figure supplement 2E). In contrast, the core motif found upstream of female piRNAs upregulated upon loss of *snpc-1.3* displayed a much weaker bias for the 5′ cytosine (Figure 3F). These observations validate our previous findings that male and female core motifs are distinct (Billi et al., 2013). 

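The 60 nt upstream of each piRNA's 5′ end were taken from the WBcel235 reference and searched for GTTTCA, the constant part of the core motif. Of the 3086 male piRNAs depleted in *snpc-1.3(-)*, 2579 (83.6%) had it. The first position of the 8 nt motif was C in 2415 of these, or 93.6% (95% exact interval 92.6 to 94.6%), and A in 5.16%. The median distance of the motif's GTTTCA from the piRNA's 5′ end was 44 nt. 21ur-1258 (TAGACTTGAGTTAGAACGGTT) has CTGTTTCA upstream, as does 21ur-3766, and 21ur-3142 has CCGTTTCA.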

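Of the 3326 female piRNAs upregulated in *snpc-1.3(-)*, 1656 (49.8%) had GTTTCA upstream, and C stood at the first position in 696 of them, or 42.0% (95% exact interval 39.6 to 44.4%). A stood there in 36.6% and T in 17.0%. The odds of a C were 20.3 times higher in the male and depleted set (Fisher's exact test, two-sided, p = 8.2e-312). The 1-mismatch search moved the female share most, among searches of the same piRNAs, to 51.4%, and with the piRNAs called by DESeq2 it was 32.5%. 21ur-2502 and 21ur-4817 have ATGTTTCA upstream, and no GTTTCA was found in the region upstream of 21ur-1848.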

Taken together, these data indicate that SNPC-1.3 is required for male piRNA expression.

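The stage classes were also compared by the base at the first position of the motif, without regard to the mutant. Over all tested piRNAs with C at the first position of the motif, 39.8% were male and 14.8% female, and with T at that position 3.85% were male and 58.8% female. The paper concludes that SNPC-1.3 is required for male piRNA expression. It draws on the depletion of male piRNAs in *snpc-1.3(-)*, the upregulation of female piRNAs and the motifs upstream of both. Its evidence also includes Taqman qPCR of single piRNAs in mutant hermaphrodites, males and females.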

### SNPC-1.3 binds male piRNA loci in a SNPC-4-dependent manner

Given that SNPC-1.3 interacts with SNPC-4 and is required for expression of male piRNAs, we hypothesized that SNPC-1.3 might bind male piRNA loci in association with SNPC-4. To test this, we performed ChIP-qPCR to investigate SNPC-1.3 occupancy at regions of high piRNA density within the two large piRNA clusters on chromosome IV; an intergenic region lacking piRNAs served as a control. To determine whether SNPC-1.3 binding was dependent on SNPC-4, we again used the auxin-inducible degradation system to deplete SNPC-4 in the *snpc-1.3::3xflag* strain for 4 hr prior to our spermatogenesis time point. In the presence of SNPC-4 expression, SNPC-1.3 was enriched at both piRNA clusters, albeit to a lesser degree at the small cluster, and this enrichment was lost upon SNPC-4 depletion (Figure 4A, Figure 4—figure supplement 1A). These data indicate that SNPC-1.3 binds piRNA loci during spermatogenesis in a SNPC-4-dependent manner in vivo.

**Figure 4.**
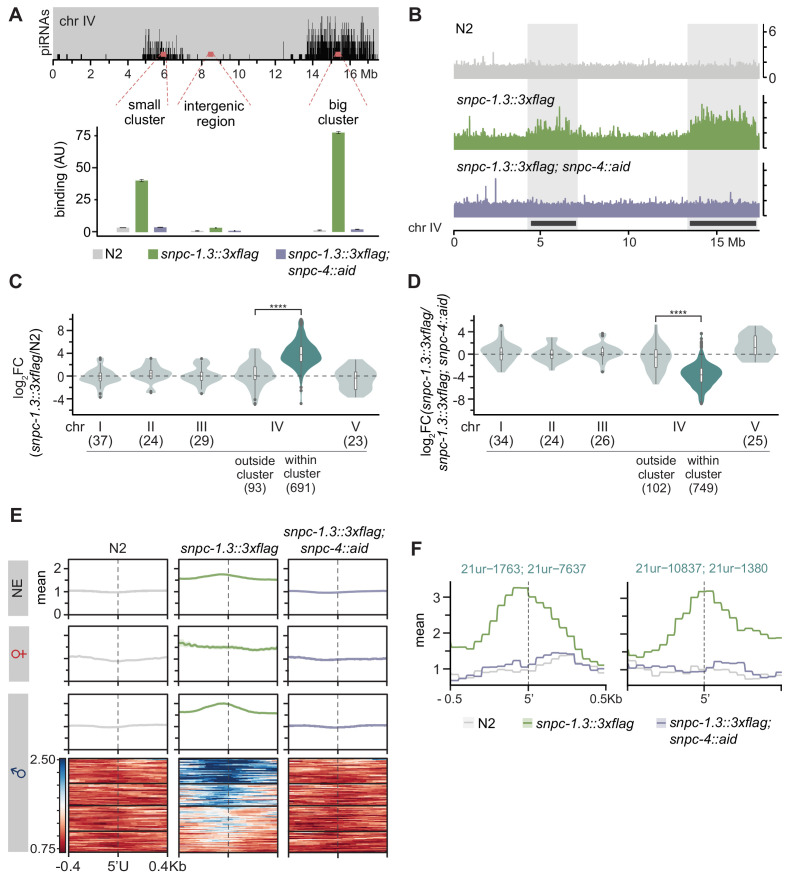
SNPC-1.3 binds male piRNA loci in a SNPC-4-dependent manner. (**A**) SNPC-1.3 binding at the piRNA clusters requires SNPC-4. SNPC-1.3::3xFlag binding normalized to input (mean ± SD of two technical replicates) on chromosome IV by ChIP-qPCR in N2, *snpc-1.3::3xflag*, and *snpc-1.3::3xflag; snpc-4::aid::ollas*, which undergoes TIR-1-mediated degradation by addition of auxin (*snpc-4::aid*). Top panel depicts the density of piRNAs on chromosome IV with piRNAs predominantly found in the small (4.5–7 Mb) and big (13.5–17.2 Mb) clusters. (**B**) SNPC-1.3 binding profiles across chromosome IV in N2, *snpc-1.3::3xflag*, and *snpc-1.3::3xflag; snpc-4::aid*. The locations of the two piRNAs clusters are highlighted. (**C**) SNPC-1.3 binding is enriched at piRNA clusters on chromosome IV. SNPC-1.3-bound regions are enriched within piRNA clusters compared to regions outside of the piRNA clusters on chromosome IV (****p≤0.0001, Wilcoxon rank sum test). The number of bins analyzed is listed in parentheses. (**D**) SNPC-1.3 enrichment at piRNA clusters is dependent on SNPC-4. SNPC-1.3-bound regions within piRNA clusters are depleted compared to regions outside of the piRNA clusters on chromosome IV upon loss of SNPC-4 (****p≤0.0001, Wilcoxon rank sum test). The number of bins analyzed is listed in parentheses. (**E**) Distribution of SNPC-1.3 reads (mean density ± standard error) around the 5′ nucleotide of mature piRNAs at the piRNA clusters. To resolve SNPC-1.3 binding between male and female piRNAs despite the high density of piRNAs, we selected 1 kb bins with all male (100), female (19), or non-enriched (279) piRNAs. Heat maps represent ChIP signal in 1 kb bins around the 5′ nucleotide of all 100 mature male piRNAs, ranked according to SNPC-1.3 signal. (**F**) Examples of SNPC-1.3 binding at two regions containing two male piRNA loci. Regions are anchored on the 5′ nucleotide of each mature male piRNA and show mean read density ± standard error. Figure 4—source data 1.Source data for Figure 4A.

**Figure 4—figure supplement 1.**
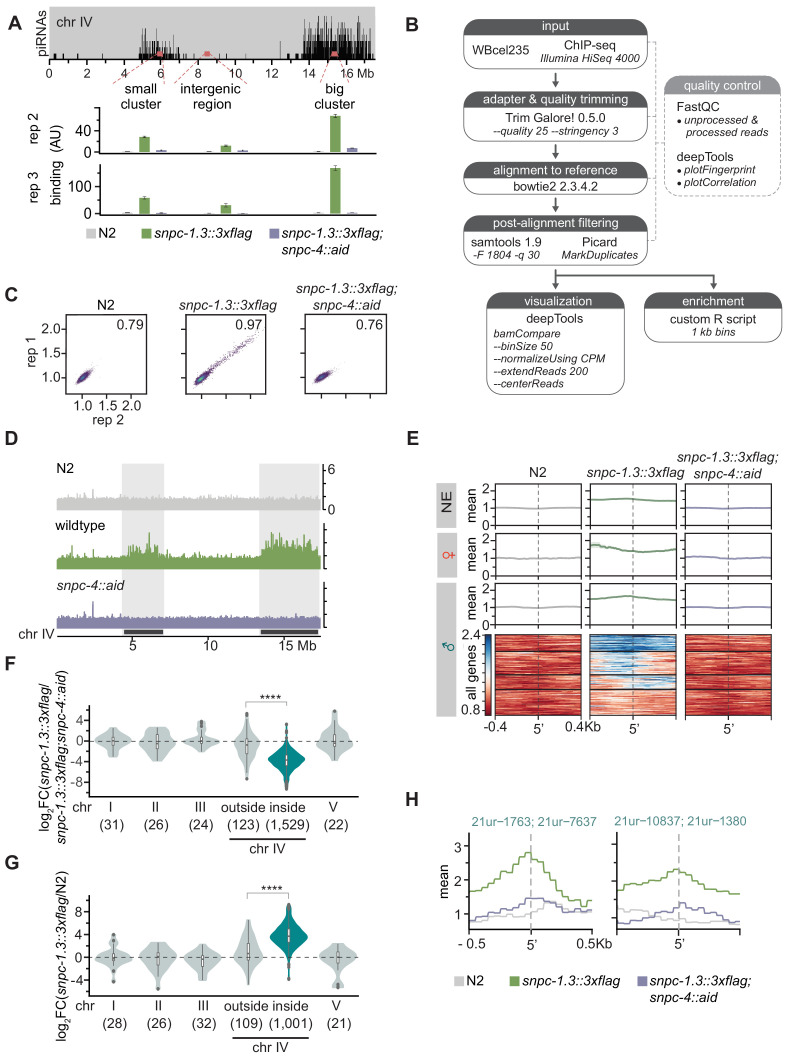
SNPC-1.3 ChIP-seq pipeline and quality control and biological replicates for SNPC-1.3 ChIP. (**A**) SNPC-1.3 binding at the piRNA clusters requires SNPC-4. Two biological replicates of the experiment shown in Figure 4A. Top panel depicts the density of piRNAs on chromosome IV, showing piRNAs are predominantly found in a small (4.5–7 Mb) and big (13.5–17.2 Mb) clusters. SNPC-1.3::3xFlag binding normalized to input (mean ± SD of two technical replicates) on chromosome IV by ChIP-qPCR in N2, *snpc-1.3::3xflag,* and *snpc-1.3::3xflag;snpc-4::aid*. The locations of the two piRNAs clusters are highlighted. (**B**) SNPC-1.3 ChIP-seq analysis workflow. (**C**) Pairwise Pearson correlations between SNPC-1.3 ChIP-seq biological replicates. (**D**) Biological replicate of Figure 4B. The locations of the two piRNAs clusters are highlighted. (**E**) Biological replicate of enrichment profiles shown in Figure 4E. Distribution of SNPC-1.3 reads (mean density ± standard error) around the 5′ nucleotide of mature piRNAs at the piRNA clusters. To resolve SNPC-1.3 binding between male and female piRNAs despite the high density of piRNAs, we selected 1 kb bins with all male (135), female (20), or non-enriched (337) piRNAs. (**F**) SNPC-1.3 enrichment at piRNA clusters is dependent on SNPC-4. Biological replicate of Figure 4D. SNPC-1.3-bound regions within piRNA clusters are depleted compared to regions outside of the piRNA clusters on chromosome IV upon loss of SNPC-4 (****p≤0.0001, Wilcoxon rank sum test). The number of bins analyzed is listed in parentheses. (**G**) SNPC-1.3 binding is enriched at piRNA clusters on chromosome IV. Biological replicate of Figure 4C. Regions within piRNA clusters are enriched for SNPC-1.3 binding compared to regions outside of the piRNA clusters on chromosome IV (****p≤0.0001, Wilcoxon rank sum test). The number of bins analyzed is listed in parentheses. (**H**) Examples of SNPC-1.3 binding at two regions containing two male piRNA loci. Regions are anchored on the 5′ nucleotide of each mature male piRNA and show mean read density ± standard error. Biological replicate of Figure 4F.

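SNPC-1.3 was immunoprecipitated through its 3xFlag tag at 48 hr in 3 genotypes, with 2 replicates each and a matched input for every immunoprecipitation (IP). The genotypes were N2, which has no tag, *snpc-1.3::3xflag*, and *snpc-1.3::3xflag; snpc-4::aid; Psun-1::TIR1*, in which 250 µM auxin for 4 hr degrades SNPC-4. The title and description of the SNPC-4-depleted libraries and the paper give this strain the tag, and their genotype label does not list it. A strain without the tag would by itself lose the IP signal, and the files do not settle this. The authors aligned the reads with Bowtie2, removed duplicates, kept reads of high mapping quality, extended them and counted them in consecutive bins of 1 kb. The deposited values are these counts, their CPM for IP and input (taken on the count plus 1), and a signal that is the IP value minus 1 constant per file. Only bins whose IP lies above that constant are listed: 43919 and 43546 in the replicates of N2, 33967 and 34884 in *snpc-1.3::3xflag*, and 45381 and 42768 after SNPC-4 depletion. A missing bin is therefore not a bin without reads. IP libraries held between 14980457 and 24896703 counts and inputs between 38330920 and 48104586. For each bin listed in both files of a comparison, the log2 ratio of IP over input in one genotype to that in the other was taken within each replicate. Bins inside the piRNA clusters of chromosome IV (4.5 to 7 Mb and 13.5 to 17.2 Mb) were compared with the bins of chromosome IV outside them by a one-sided exact test over all 17493 circular shifts of the bins along the chromosome.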

To examine the genome-wide binding profile of SNPC-1.3 and its dependency on SNPC-4, we performed ChIP-seq of N2, *snpc-1.3::3xflag*, and *snpc-1.3::3xflag; snpc-4::aid; Psun-1::TIR1* worms during spermatogenesis (Figure 4—figure supplement 1B,C). 

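In *snpc-1.3::3xflag* against N2, the median log2 ratio was 0.42 over the 1923 listed bins inside the clusters and −0.03 over the 3458 outside in replicate 1, a difference of 0.45 (exact test over circular shifts, p = 0.00543). Replicate 2 gave 0.34 and −0.02 over 1598 and 3351 bins, a difference of 0.36 (exact test, p = 0.00657). The ratio was above 0 in 90.6% and 87.2% of the bins inside the clusters. After SNPC-4 depletion, the median log2 ratio to *snpc-1.3::3xflag* was −0.51 inside and 0.01 outside in replicate 1 (difference −0.52, exact test, p = 0.00680) and −0.35 and 0.04 in replicate 2 (difference −0.39, exact test, p = 0.00640). It was below 0 in 93.0% and 83.8% of the bins inside. With the authors' signal in place of IP over input, which moved the difference most, the values were 2.84 and 2.52 over N2 and −2.98 and −2.58 after depletion.

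**Figure D2:**
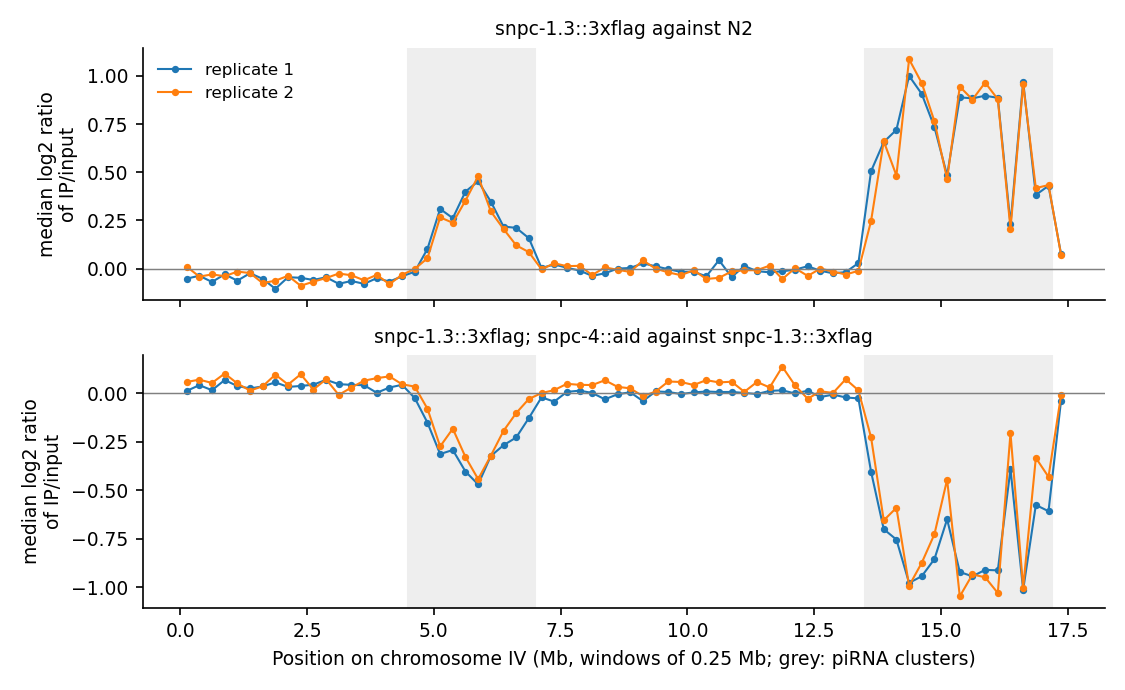
Median log2 ratio of IP over input (vertical axis) in windows of 0.25 Mb along chromosome IV (horizontal axis, Mb), for *snpc-1.3::3xflag* against N2 (top) and for the SNPC-4-depleted strain against *snpc-1.3::3xflag* (bottom), with 1 line per replicate and the piRNA clusters in grey. Inside the clusters the median over bins is 0.42 and 0.34 in the top panel and −0.51 and −0.35 in the bottom panel.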

Consistent with our ChIP-qPCR results, SNPC-1.3 binds piRNA clusters in a SNPC-4-dependent manner (Figure 4B, Figure 4—figure supplement 1D). 

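A log2 ratio over N2 of at least 1 was taken here as enrichment of a 1 kb bin. The paper's text does not say whether its count required a fold. Inside the clusters, 263 bins reached it in replicate 1 and 251 in replicate 2. Outside them on chromosome IV, 3 and 2 bins did. Only bins also listed in N2 could be compared. Of the cluster bins listed in *snpc-1.3::3xflag*, these were 1923 of 5145 in replicate 1 and 1598 of 5101 in replicate 2. Cluster bins whose IP fell below the constant in N2 are not in these counts, although they may be enriched. The count depends on the threshold: at a log2 ratio of 0.26, the mean of the replicates was 1077.5 bins inside the clusters. Without any fold threshold, 1001 and 691 cluster bins with piRNAs were listed in both genotypes in replicates 1 and 2. The value of replicate 2 equals the paper's count, and this setting was chosen after seeing the values.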

By quantifying the SNPC-1.3 signal over consecutive, non-overlapping 1 kb bins across the entire genome, we identified 691 1 kb regions within the chromosome IV piRNA clusters that were enriched for SNPC-1.3 in *snpc-1.3::3xflag* compared to N2 (Figure 4C, Figure 4—figure supplement 1G). 

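By a log2 ratio of at most −1 between SNPC-4-depleted worms and *snpc-1.3::3xflag*, 434 cluster bins lost SNPC-1.3 in replicate 1 and 268 in replicate 2. Outside the clusters on chromosome IV, 2 bins did in each replicate. Fewer bins could be compared in replicate 2, since 1739 cluster bins were listed in the SNPC-4-depleted strain there and 2618 in replicate 1.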

Relative to *snpc-1.3::3xflag*, worms depleted of SNPC-4 showed loss of SNPC-1.3 in 749 1 kb regions on chromosome IV piRNA clusters (Figure 4D, Figure 4—figure supplement 1F). Furthermore, SNPC-1.3 enrichment (p<2.2×10^−16^) and depletion (p<2.2×10^−16^) were specific to the piRNA clusters on chromosome IV, and more than half (393/691) of the SNPC-1.3-enriched regions in *snpc-1.3::3xflag* worms were depleted upon degradation of SNPC-4 (Figure 4C,D, Figure 4—figure supplement 1F,G).

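Of the enriched bins, 193 in replicate 1 and 160 in replicate 2 were listed in all 3 genotypes. SNPC-1.3 was depleted without SNPC-4 in 148 of the 193, or 76.7% (95% exact interval 70.1 to 82.5%), and in 121 of the 160, or 75.6% (68.2 to 82.1%). Both ratios share the *snpc-1.3::3xflag* library, which makes its enriched bins tend to be depleted by chance. In 1000 shuffles, only the SNPC-4-depleted values were moved among the cluster bins. The share was then 64.7% in replicate 1 (95% of shuffles 59.1 to 69.9%) and 71.4% in replicate 2 (66.3 to 77.5%). At this threshold the share of replicate 2 lies within what shuffling gives. Over listed cluster bins, the median log2 of IP over input was 0.05 and 0.12 without SNPC-4, and 0.06 and 0.10 in N2. A full loss of SNPC-1.3 would give about the share of the shuffles, so they cannot tell such a loss from chance. At a log2 threshold of 0.26 the shares were 92.8% and 89.3%, above the shuffles in both replicates (87.4 to 90.2% and 82.3 to 86.3%). A further 70 and 91 enriched bins were not listed without SNPC-4, where the IP fell below the constant the authors required.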

To determine whether SNPC-1.3 preferentially binds male piRNA loci, we characterized the SNPC-1.3 signal around individual 5′ nucleotides of mature piRNAs. Again, we classified piRNAs as male, female, or not significantly enriched (NE) in either sex, based on our small RNA-seq analysis in wild-type hermaphrodites during spermatogenesis and oogenesis (Figure 3C). SNPC-1.3 binding at male piRNA loci was most enriched just upstream of the piRNA 5′ nucleotide, which overlaps the conserved core motif (Figure 4E, Figure 4—figure supplement 1E). This binding profile was very distinct for 1 kb bins that contained only male piRNAs (Figure 4F, Figure 4—figure supplement 1H). 

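Bins of 1 kb in the clusters were grouped by whether they held only male (326 bins), only female (244) or only non-enriched piRNAs (884). The bins listed in *snpc-1.3::3xflag* numbered 300 male, 206 female and 804 non-enriched in replicate 1 and 301, 199 and 811 in replicate 2. In male bins the median log2 of IP over input was 0.55 in replicate 1 and 0.64 in replicate 2. In N2 it was 0.03 and 0.05. Male bins were listed in 92.0% and 92.3% of cases. Profiles around single 5′ nucleotides cannot be drawn from values per 1 kb. The paper's profiles also rest on fewer bins of each class, and its choice of bins was not reproduced.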

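SNPC-4 depletion brought the median log2 of IP over input at bins with only male piRNAs to 0.05 in replicate 1 (144 bins) and 0.08 in replicate 2 (94 bins). Of the male bins, 44.2% and 28.8% were then listed, against 37.1% and 27.6% in N2.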

Upon depletion of SNPC-4, this peak in male piRNAs was lost (Figure 4E, Figure 4—figure supplement 1E). Although the binding profiles for individual female piRNAs exhibited more variability, there was little evidence for SNPC-1.3 binding and dependency on SNPC-4 at female loci (Figure 4E, Figure 4—figure supplement 1E). 

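At bins with only female piRNAs, the median log2 of IP over input in *snpc-1.3::3xflag* was 0.56 and 0.64 in the replicates. Over the bins listed, the median of male bins minus that of female bins was −0.02 in replicate 1 (p = 0.81) and 0.01 in replicate 2 (p = 0.88; two-sided permutation test, 100000 resamples). Female bins were listed less often than male bins, in 84.4% (Fisher's exact test, two-sided, p = 0.0049) and 81.6% (p = 0.00015) of cases. In N2, which has no tag, they were also listed less often than male bins, in 25.4% (Fisher's exact test, p = 0.0037) and 20.9% (p = 0.077) of cases. With the classes that DESeq2 gives, the difference was 0.05 (p = 0.41) and 0.15 (p = 0.013) by the permutation test, which replicate 2 passed, and both replicates passed the rank sum test (p = 0.029 and 0.0028). With edgeR's classes the rank sum p was 0.23 and 0.11 for IP over input, and 0.046 and 0.014 for the IP alone. Without SNPC-4, the median of female bins was 0.08 and 0.11.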

Compared to the binding profile in male piRNA loci, SNPC-1.3 binding was observed to a lesser extent in non-enriched piRNAs (Figure 4E, Figure 4—figure supplement 1E). 

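Bins with only non-enriched piRNAs had a median log2 of IP over input of 0.52 in replicate 1 and 0.61 in replicate 2 in *snpc-1.3::3xflag*. The difference from male bins, 0.03 (p = 0.42) and 0.04 (p = 0.23), did not pass the two-sided permutation test or the rank sum test (p = 0.15 and 0.069). With DESeq2's classes it was 0.03 in both replicates (permutation p = 0.36 and 0.42). The rank sum p was then 0.048 and 0.053, so that replicate 1 passed 0.05. Male bins held 1.71 piRNAs on average, female bins 2.20 and non-enriched bins 2.04. Among bins with exactly 1 piRNA, male bins exceeded non-enriched bins by 0.06 (p = 0.071) and 0.11 (p = 0.0039, permutation test), with a rank sum p of 0.032 and 0.0020. Non-enriched bins were listed in 91.0% and 91.7% of cases.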

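Cluster bins made up 15.1% and 14.6% of all listed bins in *snpc-1.3::3xflag*, 4.61% and 3.89% in N2, and 5.77% and 4.07% after SNPC-4 depletion. The paper reasons that SNPC-1.3 depends on SNPC-4 at these loci. It draws on ChIP-qPCR and ChIP-seq, with SNPC-1.3 enriched over the clusters and lost in worms depleted of SNPC-4.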

Taken together, these observations indicate that SNPC-1.3 requires the core piRNA factor SNPC-4 to bind the piRNA clusters during spermatogenesis.

### TRA-1 represses *snpc-1.3* and male piRNA expression during oogenesis

As male piRNA expression and SNPC-1.3 protein expression are largely restricted to the male germline, we asked how *snpc-1.3* mRNA expression is regulated across development. *C. elegans* hermaphrodites produce sperm during the L4 stage and transition to producing oocytes as adults. To understand the mRNA expression profile of *snpc-1.3* relative to *snpc-4* and other developmentally regulated genes, we performed qRT-PCR across hermaphrodite development. *snpc-4* mRNA is expressed at low levels during spermatogenesis, but dramatically increases during oogenesis (Figures 5A and 1D; Figure 1—figure supplement 1H). These data suggest that low levels of SNPC-4 are sufficient for activating male piRNA biogenesis during spermatogenesis. Consistent with SNPC-1.3 protein expression (Figure 1D), *snpc-1.3* mRNA levels peak in L3 to early L4 stages, during spermatogenesis (Figure 5A). Given that *snpc-1.3* expression across development is regulated at the mRNA level, we examined the sequences upstream of the *snpc-1.3* coding region to identify potential *cis*-regulatory motifs. 

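*snpc-1.3* (WBGene00017265) lies on the minus strand of chromosome V of WBcel235, from 5437084 to 5439168, and its start codon occupies 5439159 to 5439161. The sequence GACCACCCA occurs 3 times upstream, at 5439276 to 5439284, 5439295 to 5439303 and 5439315 to 5439323, which are 115, 134 and 154 bp from the start codon. The minus strand from 5439266 to 5439333 reads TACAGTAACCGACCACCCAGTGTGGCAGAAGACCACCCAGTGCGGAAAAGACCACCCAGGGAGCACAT.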

Less than 200 bp upstream of the *snpc-1.3* start codon, we identified three consensus binding sites for TRA-1 (Figure 5B), a transcription factor that controls the transition from spermatogenesis to oogenesis (Berkseth et al., 2013; Clarke and Berg, 1998; Zarkower and Hodgkin, 1993).

**Figure 5.**
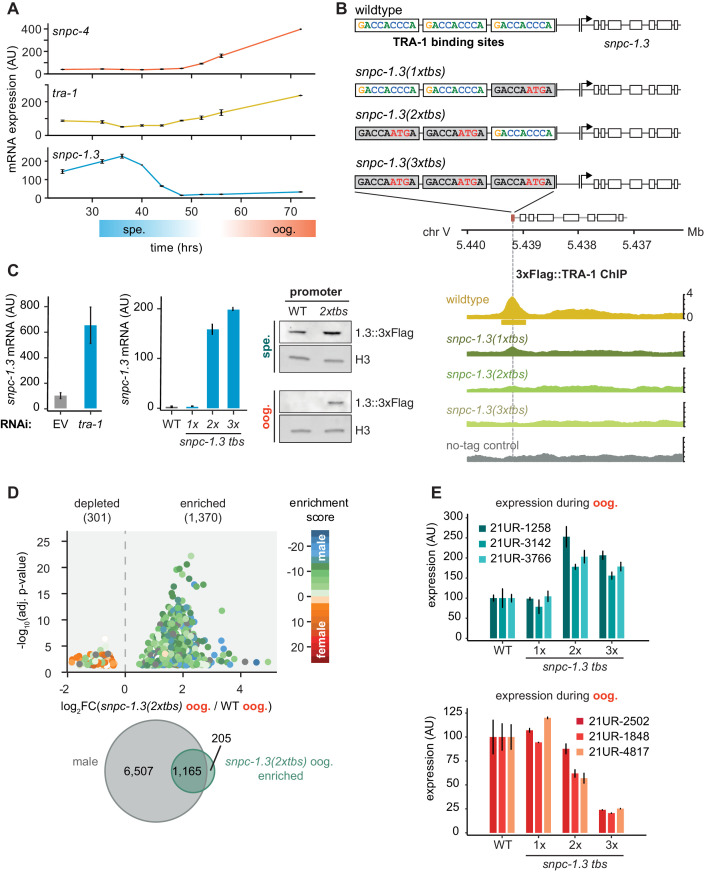
TRA-1 represses *snpc-1.3* and male piRNAs expression during oogenesis. (**A**) *snpc-1.3* mRNA levels peak during early spermatogenesis (spe.) while *tra-1* mRNA levels are highest during oogenesis (oog.). qRT-PCR and quantification of *snpc-1.3*, *snpc-4*, and *tra-1* mRNA normalized to *eft-2* mRNA across hermaphrodite development. Time zero corresponds to the time when synchronized L1s were plated. Error bars: ± SD of two technical replicates. (**B**) TRA-1 binds to the *snpc-1.3* promoter. Schematic of the three TRA-1 binding sites upstream of the *snpc-1.3* locus in wild type (top). Site-specific mutations shown in red were made in one, two, or three of the TRA-1 binding sites (gray denotes the mutated motifs). (Bottom) TRA-1 binding is reduced in TRA-1 binding site mutants assayed by TRA-1 ChIP-seq. (**C**) TRA-1 represses *snpc-1.3* mRNA expression during oogenesis. (Left) *snpc-1.3* mRNA expression is drastically upregulated upon RNAi-mediated knockdown of *tra-1* and (middle) in strains bearing mutations in two (*2xtbs*) or three (*3xtbs*) TRA-1 binding sites. Error bars indicate ± SD from two technical replicates. (Right) Western blot of SNCP-1.3::3xFlag expression driven under the wild-type and *2xtbs* mutant promoter during spermatogenesis (spe.) (top) and oogenesis (oog.) (bottom). H3 was used as the loading control. (**D**) A subset of male piRNAs are ectopically expressed during oogenesis in *snpc-1.3 (2xtbs)* mutants. (Top) Volcano plot showing differential piRNA expression between *snpc-1.3 (2xtbs)* mutants versus wild type during oogenesis (oog.). piRNAs are colored by enrichment scores from Billi et al., 2013. (Bottom) Overlap of male piRNAs defined in Figure 3C with upregulated piRNAs in *snpc-1.3 (2xtbs)* mutants. (**E**) Mutations at two (*2xtbs*) or three (*3xtbs*) TRA-1 binding sites enhance male piRNA expression (top) but attenuate female piRNA expression (bottom) during oogenesis. Error bars indicate ± SD from two technical replicates. Figure 5—source data 1.Source data for Figure 5A. Figure 5—source data 2.Source data for Figure 5C,E.

**Figure 5—figure supplement 1.**
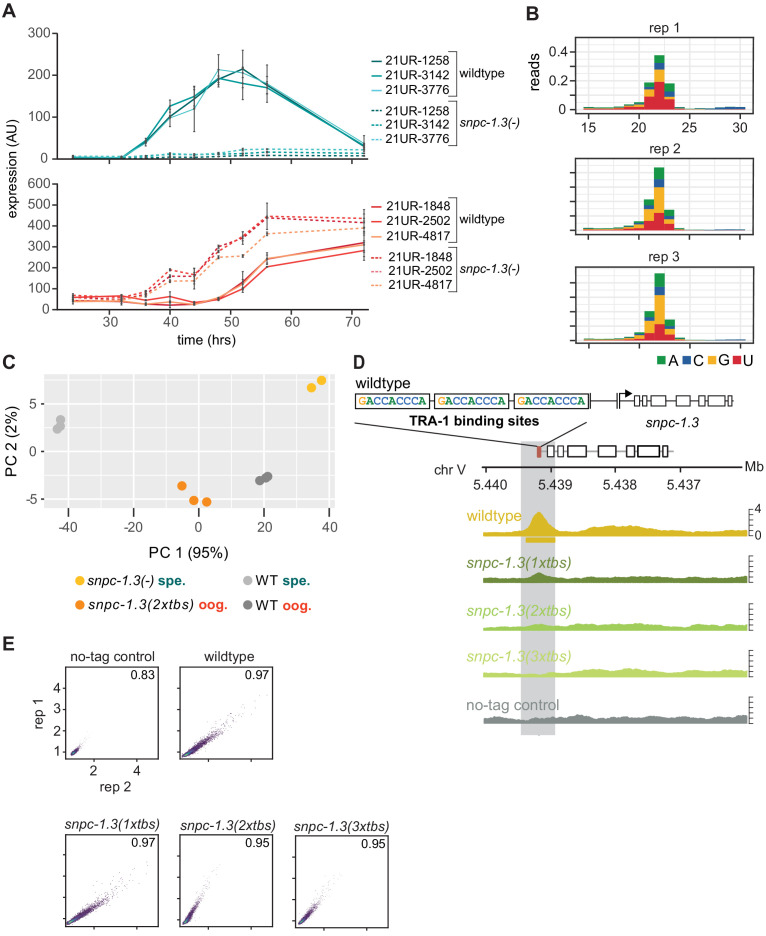
TRA-1 regulation of *snpc-1.3* across hermaphrodite development. (**A**) Male and female piRNA levels peak during spermatogenesis and oogenesis, respectively. Male piRNA levels are severely impaired but female piRNA expression is upregulated during hermaphrodite development in *snpc-1.3* mutants. Taqman qPCR and quantification of male and female piRNAs across hermaphrodite development. Error bars: ± SD of two technical replicates. (**B**) Mapped reads distributed by read length and 5′ nucleotide identity of three biological replicates. (**C**) Principal component analysis (PCA) of piRNA expression based on rlog transformation of normalized counts. The scatter plot depicts the first two principal components. Percentage on each axis represents the percentage of variation accounted for by each principal component. (**D**) TRA-1 binds to the *snpc-1.3* promoter. Biological replicate of Figure 5B. Schematic of the three TRA-1 binding sites upstream of the *snpc-1.3* locus in wild type (top). (Bottom) TRA-1 binding is progressively reduced with the increase in number of TRA-1 binding sites mutated. (**E**) Pairwise Pearson correlations between TRA-1 ChIP-seq biological replicates.

In the germline, TRA-1, a Gli family zinc-finger transcription factor, controls the sperm-to-oocyte decision by repressing both *fog-1* and *fog-3*, which are required for controlling sexual cell fate (Berkseth et al., 2013; Chen and Ellis, 2000; Lamont and Kimble, 2007; Zarkower and Hodgkin, 1993). Loss-of-function *tra-1* hermaphrodites exhibit masculinization of the female germline and develop phenotypically male-like traits (Hodgkin, 1987). We used RNAi to knock down *tra-1* and observed significant ectopic upregulation of *snpc-1.3* mRNA during oogenesis (Figure 5C). However, this upregulation of *snpc-1.3* expression could be an indirect effect of masculinization of the germline. Therefore, to test whether TRA-1 directly regulates *snpc-1.3*, we generated strains harboring mutations at the three TRA-1 binding sites (*tbs*) in the endogenous *snpc-1.3* promoter. Specifically, we mutated one (*1xtbs*), two (*2xtbs*), or all three (*3xtbs*) consensus TRA-1 binding motifs (Figure 5B). 

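TRA-1 was immunoprecipitated through a 3xFlag tag at 72 hr, during oogenesis, in *3xflag::tra-1* worms with the wild-type promoter or with 1, 2 or 3 mutated binding sites, and in N2 without a tag as the control. Each of these genotypes had 2 replicates, each with its own input. The libraries taken as those of 3 mutated sites have a description line that names 2, while their title, their genotype label and the paper give 3. The authors called peaks with MACS2 at a p-value of 0.05 for every library against its input, and deposited the peak lists with the fold enrichment and the −log10 of the p- and q-value of each peak. The lists hold 14599 and 14943 peaks for *3xflag::tra-1*, 12910 and 15124 for N2, and between 13244 and 14828 for the strains with mutated sites. The lists give no read counts, so the depth behind a peak is unknown and a missing peak means only that the threshold was not passed. With 2 replicates against 2, the smallest p that an exact permutation test can give is 0.333, so presence and fold are given for each list.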

Disruption of the TRA-1 binding sites led to reduced TRA-1::3xFlag binding upstream of *snpc-1.3* as revealed by ChIP-seq, with the *3xtbs* mutant showing the greatest reduction of binding (Figure 5B, Figure 5—figure supplement 1D). In addition, *snpc-1.3* mRNA levels were highly upregulated when multiple TRA-1 binding sites were mutagenized (Figure 5C), consistent with TRA-1 directly repressing *snpc-1.3* transcription during oogenesis. 

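A peak covered the TRA-1 binding sites in both lists of *3xflag::tra-1*. In replicate 1 it ran from 5439072 to 5439467 with its summit at 5439287, a fold enrichment of 3.24 and a −log10 p of 72.6. In replicate 2 it ran from 5439057 to 5439498 with its summit at 5439312, a fold enrichment of 4.35 and a −log10 p of 82.6. None of the 6 lists of the strains with mutated sites and neither N2 list held a peak over the sites. The nearest peak in the lists of the mutated strains was between 1276 and 5727 bp away. A difference between 1, 2 and 3 mutated sites cannot be read from lists that all lack the peak.

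**Figure D3:**
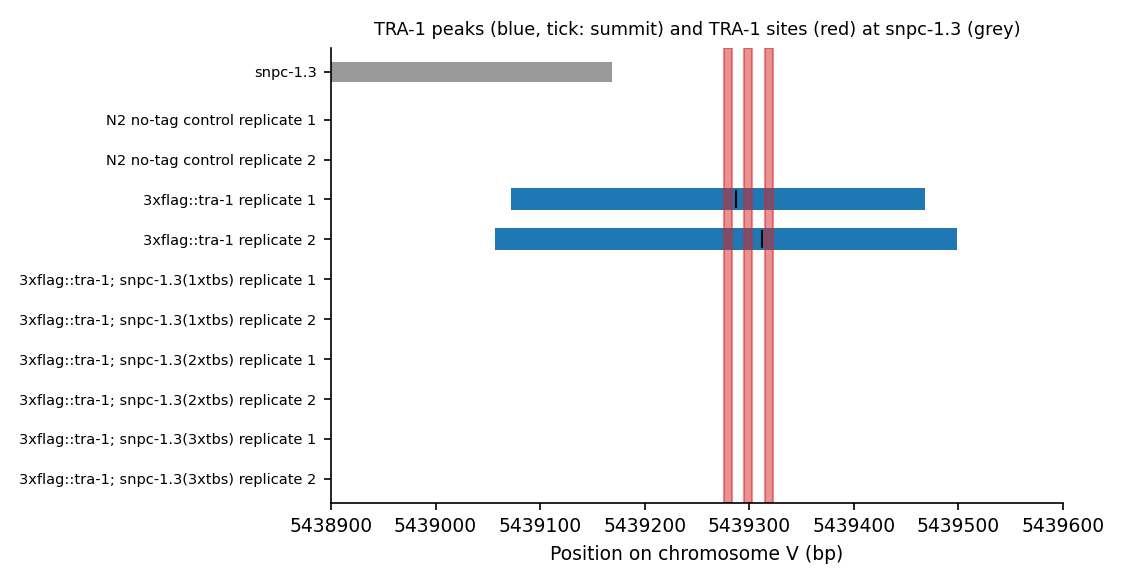
Map of chromosome V upstream of *snpc-1.3* (horizontal axis, bp) with the TRA-1 peaks of the 10 lists (blue, black tick at the summit), the 3 binding sites (red) and the start of *snpc-1.3* (grey). The lists of *3xflag::tra-1* replicates 1 and 2 hold a peak over the sites, with summits at 5439287 and 5439312, and the others hold none in the region drawn.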

To confirm that SNPC-1.3 protein expression was also elevated in TRA-1 binding site mutants, we used CRISPR/Cas9 engineering to add a C-terminal 3xFlag tag at the *snpc-1.3* locus in *snpc-1.3 (2xtbs)* mutants. Indeed, SNPC-1.3::3xFlag showed increased expression in the *snpc-1.3::3xFlag(2xtbs)* mutant during spermatogenesis and especially oogenesis (Figure 5C). 

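Peaks at the TRA-1 targets *fog-1* and *fog-3* were used to compare the lists outside *snpc-1.3*. The highest fold enrichment at *fog-1* was 9.12 and 10.9 in *3xflag::tra-1*, 8.08 and 15.0 with 1 mutated site in the *snpc-1.3* promoter, 8.14 and 5.37 with 2, and 6.50 and 5.69 with 3. At *fog-3* it was 2.39 and 3.37, 2.30 and 3.25, 2.09 and 1.83, and 1.82 and 2.28, in the same order. Of the *3xflag::tra-1* peaks, 41.4% (6040) in replicate 1 and 50.8% (7596) in replicate 2 also overlapped a peak of the N2 list of the same replicate number. The peak over the *snpc-1.3* sites was not among them. From the TRA-1 peak at the *snpc-1.3* promoter, its reduction when the sites are mutated and the higher *snpc-1.3* mRNA and protein levels of the mutants, the paper concludes that TRA-1 binds this promoter and represses it during oogenesis.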

Taken together, these findings demonstrate TRA-1 binds to the *snpc-1.3* promoter to repress its transcription during oogenesis.

Given that *snpc-1.3* is robustly de-repressed during oogenesis in TRA-1 binding site mutants, we hypothesized that male piRNAs would also be ectopically upregulated during oogenesis. To test this, we performed small RNA-seq and compared piRNA levels in wild-type and *snpc-1.3 (2xtbs)* worms during oogenesis (Supplementary file 3). 

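The *snpc-1.3(2xtbs)* strain was sequenced in 3 libraries at 72 hr, with between 10908809 and 22346249 counts on features (median 13341469), of which 1461786 to 3061763 fell on chromosome IV piRNAs. Their genotype label names an allele that carries a 3xFlag tag besides the mutated sites, while the paper writes *snpc-1.3(2xtbs)*. For the *snpc-1.3a::3xflag* strain, in which the sites are intact, the paper reports male and female piRNAs at the level of WT in both stages. piRNAs took 14.2% ± 1.15 of all counts (SD, n = 3). The libraries were compared with the WT oog. libraries in the edgeR fit of all 4 groups. Both conditions were collected at the same time point, the unit that the paper states was pooled per flow cell. Simulated libraries without change gave 0 called piRNAs in 20 draws, with 57 to 90 at an unadjusted p under 0.05. These are fewer than independent libraries would give, so the draws cannot show what sharing the WT oog. libraries adds.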

Using a 1.2-fold threshold and FDR of ≤0.05, we observed 1,370 piRNAs in *snpc-1.3 (2xtbs)* mutants that were upregulated compared to wild type (Figure 5D). 

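In *snpc-1.3(2xtbs)* during oogenesis, 1580 piRNAs were upregulated and 625 downregulated relative to WT oog. The scaling moved these counts most, to 459 upregulated and 2256 downregulated with miRNA totals. Without WT oog. replicate 1, the number downregulated was 148, and without replicate 2 it was 196, so these libraries decide much of it. Over all libraries left out in turn, the number upregulated stayed between 1121 and 1633. Of the upregulated piRNAs, 1343 were also upregulated in the DESeq2 fit. The smallest adjusted p-values belonged to 21ur-884 (163 ± 59.1 CPM against 26.1 ± 1.89 CPM, SD, n = 3 each, log2 fold change 2.65, adjusted p = 7.2e-22 from edgeR) and 21ur-7756 (3.27, adjusted p = 4.8e-18), and among downregulated piRNAs to 21ur-5300 (−1.66) and 21ur-4954 (−1.76).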

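Of the 1580 piRNAs upregulated in *snpc-1.3(2xtbs)*, 1518 were male piRNAs, or 96.1% (95% exact interval 95 to 97.0%), and 25 were female. These were 42.6% (41 to 44.2%) of all male piRNAs. The male class and this comparison share the WT oog. libraries, in which a chance low count would make a piRNA both male and upregulated. Against *snpc-1.3(-)*, which shares no library with this comparison, 1495 of the 1580 were depleted, or 94.6% (93.4 to 95.7%). The median log2 fold change of male piRNAs was 1.02, and 1.00, 0.94 and 0.80 in the 3 libraries taken alone with 0.5 CPM added.

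**Figure D4:**
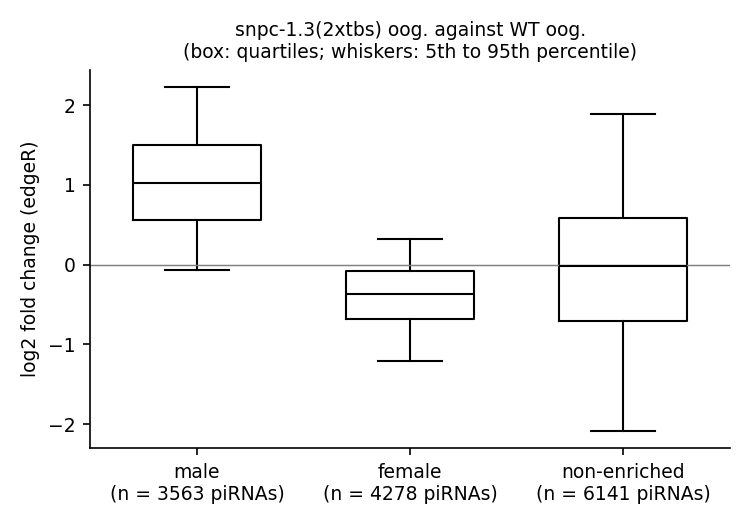
Log2 fold change of single piRNAs (vertical axis, edgeR) in *snpc-1.3(2xtbs)* against WT during oogenesis, by class, with boxes for the quartiles, lines for the medians and whiskers from the 5th to the 95th percentile. The median of male piRNAs lies at 1.02 and that of female piRNAs at −0.36.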

The majority of these upregulated piRNAs overlap with the male piRNAs that we identified in wild-type hermaphrodites (Figure 5D). We also confirmed this result by Taqman qPCR analysis, which showed that male piRNAs were significantly upregulated in *snpc-1.3 (2xtbs)* and *snpc-1.3 (3xtbs)* mutants compared to wild type during oogenesis (Figure 5E). Taken together, these data suggest that TRA-1 directly binds to *tbs* sites in the *snpc-1.3* promoter to repress its transcription and consequently, male piRNA expression during oogenesis.

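Single piRNAs showed the change at different sizes. 21ur-1258 rose in *snpc-1.3(2xtbs)* to 127 ± 15.8 CPM (SD, n = 3), by 1.50 on the log2 scale (standard error 0.24, adjusted p = 1.7e-08 from edgeR). In edgeR, 21ur-3142 rose by 0.99 (adjusted p = 0.0021) and 21ur-3766 by 1.15 (adjusted p = 4.0e-05). With miRNA totals as the scale of the edgeR fit, 21ur-3142 rose by 0.47 (adjusted p = 0.35) and 21ur-3766 by 0.64 (adjusted p = 0.11) and neither was called. 21ur-4807 rose by 3.23, from 13 counts in the WT oog. libraries. 21ur-1763 and 21ur-7637 (12 counts against 7) and 21ur-10837 and 21ur-1380 (13 counts against 3) were not called. Among the 4278 female piRNAs, 599 were downregulated, or 14% (95% exact interval 13.0 to 15.1%), with a median log2 fold change of −0.36. This share depended on single libraries. It was 3.59% without WT oog. replicate 1 and 19.0% without *snpc-1.3(2xtbs)* replicate 3, the lowest and highest values with libraries left out in turn. It also depended on the scaling: with miRNA totals, 2256 piRNAs of all classes were downregulated, against 625. In the edgeR fit, the change of 21ur-1848 was −0.11 (adjusted p = 0.83), that of 21ur-2502 −0.22 and that of 21ur-4817 −0.21 (adjusted p = 0.60 each). With miRNA totals as the scale, 21ur-2502 and 21ur-4817 were called as downregulated. From the upregulation of male piRNAs when TRA-1 binding sites are mutated, the paper proposes that TRA-1 represses *snpc-1.3* and through it male piRNAs during oogenesis.

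**Figure D5:**
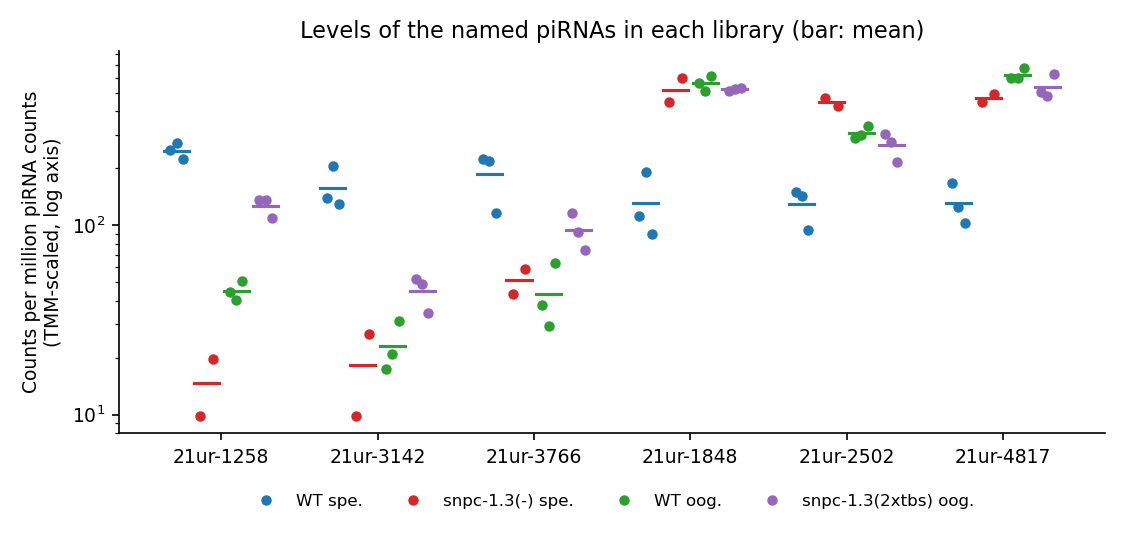
Level of 6 piRNAs (horizontal axis) in each library, in CPM of the chromosome IV piRNA counts, scaled by TMM (vertical axis, logarithmic), with 1 point per library, a bar at the mean and a color per condition. 21ur-1258 lies at a mean of 14.8 CPM in *snpc-1.3(-)* spe. and 127 CPM in *snpc-1.3(2xtbs)* oog.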

Our data showed that female piRNAs are inappropriately upregulated during spermatogenesis upon loss of *snpc-1.3* (Figure 3A). Consistent with this result, female piRNAs show reduced expression during oogenesis upon upregulation of SNPC-1.3 expression in *snpc-1.3 (2xtbs)* and *snpc-1.3 (3xtbs)* mutants compared to wild type (Figure 5E). We posit that SNPC-1.3 plays a direct role in activating male piRNA transcription, while indirectly limiting female piRNA transcription by sequestering core piRNA transcription factors to male piRNA loci.

### SNPC-1.3 is critical for male fertility

Given the global depletion of male piRNAs in *snpc-1.3(-)* mutants and the progressive fertility defects seen in *prg-1(-)* mutants (Batista et al., 2008; Wang and Reinke, 2008), we hypothesized that *snpc-1.3(-)* worms might also show fertility defects. Indeed, *snpc-1.3(-)* hermaphrodites exhibited significantly reduced fertility compared to wild type when grown at 25°C (Figure 6A). To address whether this decreased fertility was due to defects during spermatogenesis or oogenesis, we compared brood sizes from crosses of *fem-1(-)* females and *him-8(-)* males with or without *snpc-1.3*. Compared to *him-8(-)* males, *him-8(-); snpc-1.3(-)* males generated significantly smaller brood sizes when crossed with *fem-1(-)* females; in contrast, *fem-1(-); snpc-1.3(-)* and *fem-1(-)* females generated similar brood sizes when crossed with *him-8(-)* males (Figure 6B). As an orthogonal test, we crossed hermaphrodites to transgenic males expressing a fluorescent marker to facilitate counting of cross progeny. These transgenic males encode a reporter gene, *Pcol-19::gfp*, which drives GFP expression in the cuticle (Figure 6—figure supplement 1A). All *Pcol-19::gfp; snpc-1.3(-)* males produced fewer GFP+ progeny than wild-type *Pcol-19::gfp* males, whereas wild-type or *snpc-1.3(-)* hermaphrodites generated similar numbers of GFP+ progeny when crossed with wild-type *Pcol-19::gfp* males (Figure 6—figure supplement 1A). These results suggest that the reduced fertility of *snpc-1.3(-)* mutants likely reflect defects during spermatogenesis.

**Figure 6.**
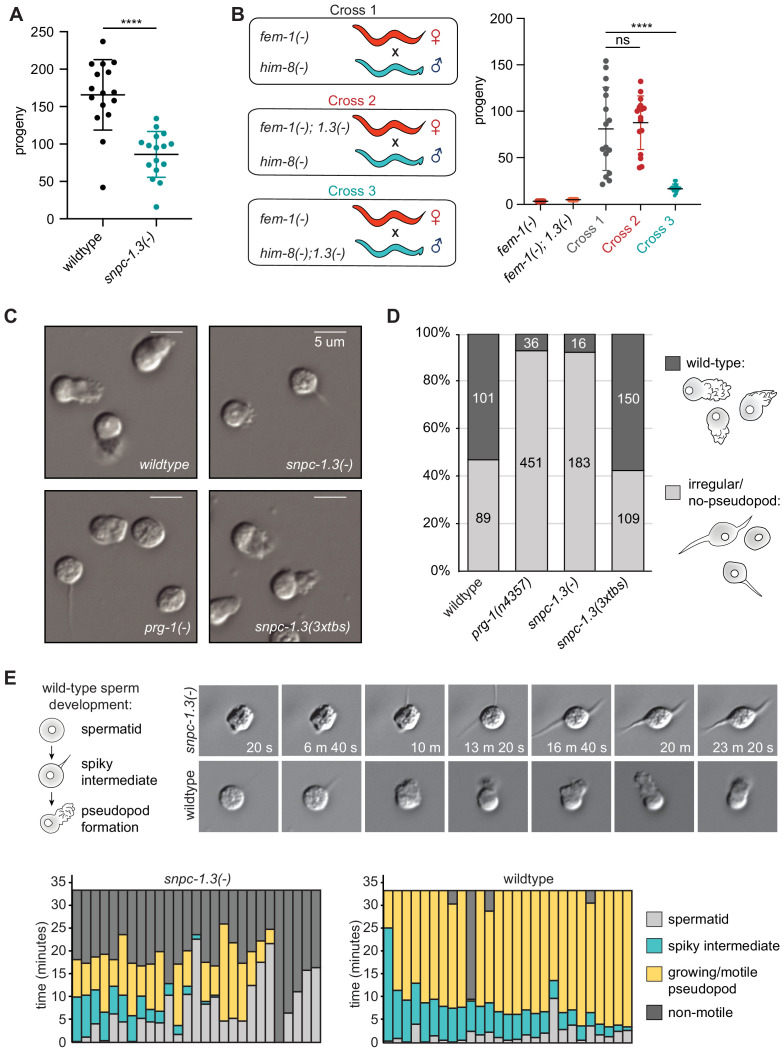
SNPC-1.3 is critical for male fertility. (**A**) *snpc-1.3(-)* hermaphrodites exhibit sterility at 25°C. Circles correspond to the number of viable progeny from singled hermaphrodites (n = 16). Black bars indicate mean ± SD. Statistical significance was assessed using Welch’s t-test (****p≤0.0001). (**B**) *snpc-1.3* promotes male fertility but is dispensable for female fertility. (Left) Diagram illustrates crosses between strains for mating assays (*1.3(-)* denote*s snpc-1.3(-)*). (Right) *snpc-1.3(-); him-8(-)* males crossed to *fem-1(-)* females show severe fertility defects (Cross 3). *snpc-1.3; fem-1(-)* females crossed to *him-8(-)* males (Cross 2) show equivalent fertility similar to *fem-1(-)* females crossed to *him-8(-)* males (Cross 1). Circles correspond to the number of viable progeny from cross (n = 16). Black bars indicate mean ± SD. Statistical significance was assessed using Welch’s t-test (ns: not significant; ****p≤0.0001). (**C**) *snpc-1.3(-)* spermatids exhibit severe morphological defects. Images of pronase-treated sperm of wild-type, *prg-1(-)*, *snpc-1.3(-)*, and *snpc-1.3 (2xtbs)* males. (**D**) *snpc-1.3(-)* spermatids exhibit severe sperm maturation defects. (**E**) (Top) Images depicted at 3 min intervals of a sperm undergoing activation and maturation. Imaging of spermatid commenced ~3 min after pronase treatment. (Bottom) Graphical display of individual sperm tracked over time after pronase treatment. Figure 6—source data 1.Source data for Figure 6A. Figure 6—source data 2.Source data for Figure 6B. Figure 6—source data 3.Source data for Figure 6E.

**Figure 6—figure supplement 1.**
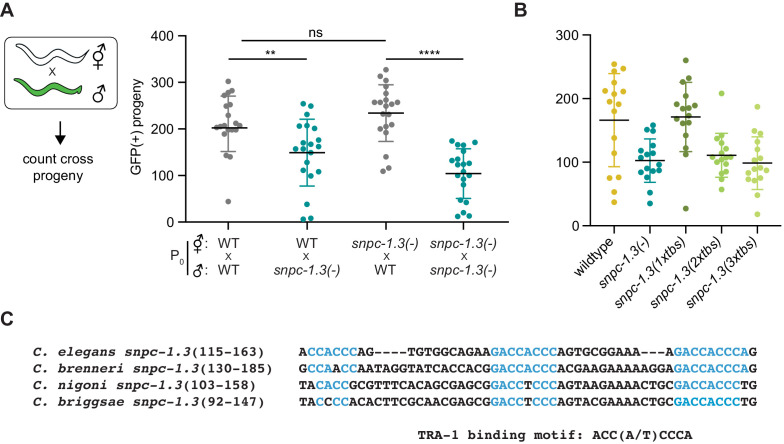
SNPC-1.3 is critical for male fertility. (**A**) *snpc-1.3* is required in males, but not females, to promote fertility. (Left) Diagram illustrates crosses between strains for mating assays. Green worms represent *Pcol-19::gfp* males. (Right) *snpc-1.3(-); Pcol-19::gfp* males show diminished ability to rescue wild-type or *snpc-1.3(-)* hermaphrodites when compared to *Pcol-19::gfp* males. Circles correspond to the brood size of viable progeny from each mating (n = 16). Black bars indicate mean ± SD. Statistical significance was assessed using Welch’s t-test (ns: not significant; **p≤0.005; ****p≤0.0005). (**B**) *snpc-1.3 (2xtbs)* and *snpc-1.3 (3xtbs)* mutant hermaphrodites have decreased fertility at 25°C. Black bars indicate mean ± SD (n = 16). Statistical significance was assessed using Welch’s t-test (****p≤0.0001). (**C**) Multiple TRA-1 binding sites are conserved in *C. elegans*, *C. brenneri*, *C. briggsae*, and *C. nigoni.* Sequence alignment of *snpc-1.3* homologs in other nematode species. Blue indicates sequences in TRA-1 binding motifs.

To investigate the cause of *snpc-1.3*-dependent loss of male fertility, we examined spermiogenesis and sperm morphology in *snpc-1.3(-)* males. After meiotic differentiation in the male germline, male spermatids are induced by ejaculation and undergo spermiogenesis, a process that converts immature spermatids to motile sperm with a functioning pseudopod. Spermiogenesis can be induced in vitro by isolating spermatids directly from males and treating them with pronase (Shakes and Ward, 1989). Males lacking *prg-1* still generate differentiated spermatids, but rarely produce normal pseudopodia upon activation (Figure 6C,D; Wang and Reinke, 2008). Similar to *prg-1(-)* mutants, *snpc-1.3(-)* spermatids were rarely able to form normal pseudopodia. In contrast, *snpc-1.3 (3xtbs)* sperm formed normal pseudopodia at a frequency similar to wild type (Figure 6C,D). In addition, many of the *snpc-1.3(-)* spermatids resembled sperm undergoing intermediate stages of spermiogenesis. Spermiogenesis, in vivo, starts off with spherical spermatids that enter into an intermediate stage characterized by the growth of spiky protrusions. This stage is then followed by fusion of the spiky protrusions into a motile pseudopod (Figure 6E). To understand the dynamics of *snpc-1.3(-)* sperm progression through spermiogenesis, we treated spermatids with pronase and observed each activated spermatid over time. Wild-type spermatids spent an average of 6.2 min ± 4.5 min in the intermediate state before polarization and pseudopod development. In contrast, *snpc-1.3(-)* spermatids occupied the intermediate state for a significantly shorter period of time (2.9 min ± 3.7 min, p<0.05; Student’s t-test) before forming pseudopods. By tracking each individual spermatid across spermiogenesis, we found most *snpc-1.3(-)* spermatids were unable to sustain pseudopod growth. While wild-type spermatids exhibited pseudopod growth and motility for an average of 24 min ± 10.35 min, *snpc-1.3(-)* spermatids sustained growth for a significantly shorter period of time (7.3 min ± 5.7 min, p<0.05; Student’s t-test) before becoming immotile (Figure 6E). These results indicate that *spnc-1.3(-)* males have defective spermatogenesis processes and exhibit similar fertility defects as *prg-1(-)* mutants.

## Discussion

Our data indicate that *C. elegans* SNPC-1.3, a human SNAPC1 ortholog, functions as a male piRNA transcription factor. SNPC-1.3 interacts with SNPC-4 in foci in male germ cell nuclei (Figure 2) and, by preferentially binding male piRNA promoters (Figure 4), is critical for their expression (Figure 3). SNPC-1.3 expression, reflecting the developmental profile of male piRNAs (Figure 5—figure supplement 1A), is highest during spermatogenesis. We demonstrate that the *snpc-1.3* locus itself is regulated by the sex determination regulator, TRA-1 (Figure 5). During spermatogenesis, *tra-1* expression is low, and *snpc-1.3* and other male-promoting genes are licensed for expression. In contrast, *tra-1* expression is upregulated during oogenesis and TRA-1 binds the *snpc-1.3* promoter to repress its transcription, leading to the expression of female over male piRNAs (Figure 7). We propose that SNPC-1.3, via its interaction with SNPC-4, can direct the specificity of the core piRNA complex preferentially to male piRNA loci.

**Figure 7.**
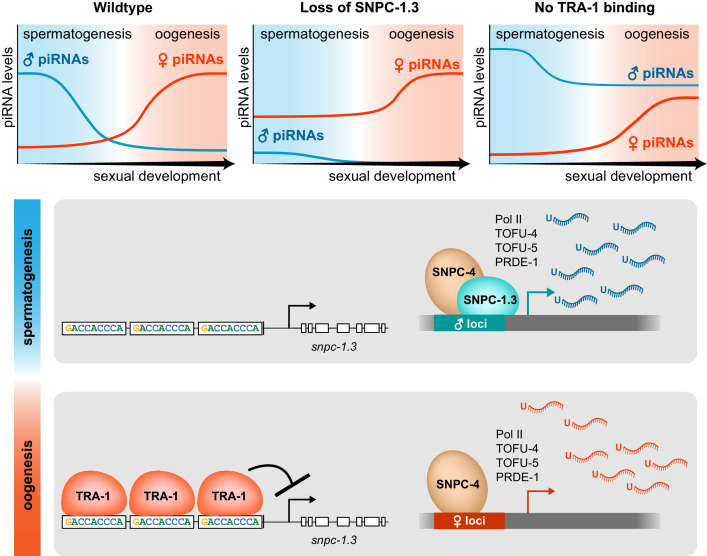
Model illustrating the dynamics of male and female piRNA transcription across *C.* *elegans* sexual development. In wild-type worms, male and female piRNA expression peaks during spermatogenesis and oogenesis, respectively. (Top) In *snpc-1.3(-)* mutants, male piRNA expression is abrogated, and female piRNA expression is moderately enhanced across sexual development relative to wild type. In TRA-1 binding site mutants, *snpc-1.3* expression is de-repressed causing ectopic upregulation of male piRNAs and moderate repression of female piRNA expression during oogenesis relative to wild type. (Bottom) During spermatogenesis, SNPC-1.3 interacts with SNPC-4 at male promoters to drive male piRNA transcription. During oogenesis, TRA-1 represses the transcription of *snpc-1.3* which results in the suppression of male piRNA transcription, thus leading to enhanced transcription of female piRNAs.

### How is the expression of male and female piRNAs coordinated?

Given its role as a putative male piRNA transcription factor, we expected that deletion of *snpc-1.3* would result in loss of male piRNAs with no consequences to the expression of female piRNAs. However, loss of *snpc-1.3* also results in increased female piRNA expression during spermatogenesis (Figure 3), whereas ectopic overexpression of *snpc-1.3* during oogenesis leads to decreased female piRNA levels (Figure 5). Taken together, our findings suggest that transcription of male and female piRNAs is not completely separable from each other and that the balance in expression of the two piRNA subclasses may be dictated by the allocation of shared core transcription factors such as SNPC-4.

Similar to multiple gene classes activated by general transcription factors (Levine et al., 2014), we speculate that male and female promoters compete for access to a limited pool of the core transcription complex, which includes SNPC-4, PRDE-1, TOFU-4, and TOFU-5 (Figure 1). Therefore, we propose a model in which the expression and binding of SNPC-1.3 to core piRNA factors serves to ‘sequester’ the core complex away from female promoters. Mechanistically, we posit that the core piRNA transcription complex is specified to female promoters, and that only upon association with SNPC-1.3 is the core machinery directed to male promoters. We predict that when SNPC-1.3 is absent, more SNPC-4 and other previously identified cofactors are available to transcribe female piRNAs. Conversely, overexpression of SNPC-1.3 leads to the disproportionate recruitment of the core machinery to male promoters, leading to the indirect downregulation of female piRNAs. By controlling male piRNA expression, SNPC-1.3 is crucial for maintaining the balance between male and female piRNA levels across development.

While the default specification of the core complex to female promoters presents perhaps the most parsimonious explanation underlying male and female piRNA expression, we cannot exclude the possibility that an additional female-specific *trans*-acting factor may direct the core piRNA complex to female promoters. If true, we speculate that the developmental expression of such a factor (low during spermatogenesis and high during oogenesis), coupled with the developmental expression of SNPC-1.3, would coordinate the differential expression of male and female piRNAs. During spermatogenesis, SNPC-1.3 is more highly expressed such that the core machinery would primarily be directed to male promoters. In contrast, during oogenesis, SNPC-1.3 expression is low, concomitant with elevated expression of a female factor to license transcription of female piRNAs. This model, where both factors are present during both spermatogenesis and oogenesis, but in different ratios, would also be consistent with our piRNA expression analysis in *snpc-1.3* loss-of-function and overexpression mutants.

### The piRNA pathway co-opts snRNA biogenesis machinery

Our work adds to a growing body of evidence that snRNA machinery has been hijacked at multiple stages in *C. elegans* piRNA biogenesis, including transcription (Kasper et al., 2014; Weng et al., 2019) and termination (Beltran et al., 2019). Investigating potential parallels between snRNA and piRNA biogenesis may provide useful clues into the role of SNPC-1.3 in the piRNA complex.

The minimal snRNA SNAP complex consists of a 1:1:1 heterotrimer of the subunits SNAPC4, SNAPC1, and SNAPC3 in humans and SNAP190, SNAP43, and SNAP50 in flies (Henry et al., 1998; Hung and Stumph, 2011; Li et al., 2004; Ma and Hernandez, 2002; Mittal et al., 1999; Figure 1). In vitro studies have shown that the trimer must assemble before the complex is able to bind DNA. Similarly, our data show SNPC-1.3 requires SNPC-4 to bind at the piRNA clusters (Figure 4), although we cannot formally rule out that loss of SNPC-4 only affects the stability of SNPC-1.3, rather than directly recruiting SNPC-1.3 to piRNA promoters. We speculate the piRNA complex is assembled in a similar fashion to the snRNA complex. Based on this model, we expect that SNPC-4 binding at male piRNA loci is abolished in a *snpc-1.3* mutant. However, conclusive evidence that SNPC-4 binding at male piRNA promoters requires SNPC-1.3 is still lacking. Due to the highly clustered nature of *C. elegans* piRNAs, we anticipate that detecting differences in SNPC-4 binding between male and female piRNAs in *snpc-1.3(-)* mutants may not be possible with traditional ChIP-seq methods, and may require application of higher resolution techniques.

Given that piRNAs have co-opted *trans*-acting factors from snRNA biogenesis (Kasper et al., 2014), it would not be surprising if piRNAs also co-evolved *cis*-regulatory elements for transcription factor binding from snRNA loci. Recently, Beltran et al., 2019 identified similarity between the 3′ end of PSEs of snRNA promoters and the eight nt piRNA core motif in nematodes. In addition, Pol II and Pol III transcription from snRNA promoters share a common PSE, but are distinguished by the presence of other unique motifs (Hung and Stumph, 2011). Correspondingly, the canonical Type I and less abundant Type II piRNAs can be discriminated by the presence or absence of the eight nt core motif, respectively. Factors such as TOFU-4 and TOFU-5 function in both Type I and II piRNA expression, whereas PRDE-1 is only required for Type I piRNAs (Kasper et al., 2014; Weng et al., 2019). Altogether, these observations highlight the importance of *cis*-regulatory elements in specifying the expression of snRNAs and piRNA classes. In addition to enrichment of cytosine at the 5′ position in the male core motif (Billi et al., 2013), we hypothesize that as-yet unidentified motifs may further discriminate male from female piRNA promoters. While we observed SNPC-1.3 binding to be enriched upstream of male piRNA loci (Figure 4), we cannot definitively conclude that SNPC-1.3 binds to the male-specific core motif, given the limitations of conventional ChIP-seq in resolving the SNPC-1.3 footprint. Identifying the factors that specifically bind the eight nt core motif and other potential *cis*-regulatory elements important for sex-specific piRNA expression will require further investigation.

### What are the functions of male piRNAs in *C. elegans*?

Our data suggest that SNPC-1.3 is essential for proper spermiogenesis (Figure 6). We hypothesize the global loss of male piRNAs in a *snpc-1.3(-)* mutant is responsible for the higher incidence of spermiogenesis arrest and subsequent loss in fertility, although it is possible that SNPC-1.3 may have other or additional effects on male fertility. Characterization of *prg-1(-)* mutants during spermiogenesis agree with our findings that loss of piRNAs in the male germline leads to acute defects directly responsible for fertility (Wang and Reinke, 2008). Since the initial discovery of piRNA function in the targeting and silencing of transposons in *Drosophila* (Vagin et al., 2006; Brennecke et al., 2007), analyses in other systems have revealed that piRNAs have acquired neofunctions at later points along the evolutionary time scale (Ozata et al., 2019).

While it is estimated that as much as 45% of the human genome encodes for transposable elements (Lander et al., 2001), only 12% of *C. elegans* genome encodes such elements. Furthermore, nearly all of these regions are inactive in *C. elegans* (Bessereau, 2006). In contrast to *Drosophila* piRNAs that target and silence transposons with perfect complementarity (Brennecke et al., 2007), *C. elegans* piRNAs are thought to bind a broad range of endogenously expressed transcripts by partial complementarity (Ashe et al., 2012; Shen et al., 2018; Zhang et al., 2018). Together, these findings suggest that worm piRNAs function in capacities distinct from canonical transposon silencing. While a recent methodology used crosslinking, ligation, and sequencing of piRNA:target hybrids (CLASH) to determine that female piRNAs engage with almost every germline transcript (Shen et al., 2018), how female piRNAs select their targets has yet to be examined. Like piRNAs characterized in the female germline, male piRNAs may be interfacing with a broad range of targets to regulate gene expression for proper spermatogenesis. Loss of *prg-1* in males causes the downregulation of a subset of spermatogenesis-specific genes (Wang and Reinke, 2008), suggesting male piRNAs serve a protective function for spermatogenic processes. The characterization of the in vivo landscape of male piRNA target selection using CLASH may provide insights into piRNA function during spermatogenesis.

### Why are male piRNAs restricted from the female germline?

Sperm and oocytes pass epigenetic information such as noncoding RNAs to the next generation (Hammoud et al., 2014; Brykczynska et al., 2010; Tabuchi et al., 2018; Kaneshiro et al., 2019). Recent studies show maternal piRNAs trigger the production of endo-siRNAs, called 22G-RNAs for their 5′ bias for guanine and 22 nt length, to transmit an epigenetic memory of foreign versus endogenous elements to the next generation (Ashe et al., 2012; Buckley et al., 2012; Shirayama et al., 2012). We predict that misexpression of male piRNAs during oogenesis may perturb the native pool of female piRNAs necessary for appropriate recognition of self versus non-self elements. This may explain the decrease in fertility we observed in multiple TRA-1 binding site mutant hermaphrodites (Figure 6—figure supplement 1B). As *snpc-1.3 (3xtbs)* sperm do not seem to exhibit significant morphological defects (Figure 6), the fertility defects in the *snpc-1.3 (3xtbs)* mutants could be due to problems arising in oogenesis. However, based on our sequencing data in *snpc-1.3 (2xtbs)* mutants, we cannot distinguish whether fertility defects during oogenesis are due to upregulation of male piRNAs, downregulation of female piRNAs, a combination of the two, or misexpression of downstream endo-siRNAs triggered by piRNAs. Further study of *snpc-1.3* gain-of-function mutants in oogenesis will enhance our understanding of the physiological consequences of expressing male piRNAs in the female germline.

### The intersection between sex determination and sex specification of piRNA expression

We speculate that gene duplication of the *snpc-1* family of genes occurred early during nematode evolution and allowed for the acquisition of new functions by *snpc-1* paralogs, specifically, from snRNA to piRNA biogenesis. At least two SNPC-1 paralogs are present within the distantly related nematode species, *Plectus sambesii.* Furthermore, we predict that co-opting SNPC-1 paralogs for piRNA biogenesis may have occurred in parallel with the evolution of the nematode sex determination pathway. TRA-1 is a sex determination factor that acts to repress male-promoting gene expression in female germ cells to promote female germ cell fate. While *Drosophila* sex determination utilizes different factors than *C. elegans*, further investigation into the conservation of TRA-1 shows that it is a common feature in at least the nematode lineage (Pires-daSilva and Sommer, 2004). Additionally, just as we have shown that TRA-1 represses *snpc-1.3* in *C. elegans* (Figure 5), TRA-1 binding motifs GGG(A/T)GG are present in the putative upstream promoter regions of *snpc-1.3* homologs identified in *C. briggsae, C. brenneri*, and *C. nigoni* (Figure 6—figure supplement 1C). Taken together, these analyses point to a conserved link between sex determination and piRNA biogenesis pathways among nematodes.

In summary, our work reveals that SNPC-1.3 is specified to the male germline and is essential for male piRNA expression. We have identified SNPC-1.3 as a major target of TRA-1 repression in the female germline. Future studies will likely uncover additional factors required to coordinate the proper balance of sex-specific piRNAs required for proper germline development and animal fertility.

### Contact for reagent and resource sharing

More details about resources and reagents can be found in the Key Resources Table found in Materials and methods. Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, John K. Kim ().

### Experimental model and subject details

*C. elegans* strains were maintained at 20°C according to standard procedures (Brenner, 1974), unless otherwise stated. Bristol N2 was used as the wild-type strain. Except for RNAi and ChIP experiments, worms were fed *E. coli* strain OP50. Worms used for ChIP were fed *E. coli* strain HB101.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Mouse monoclonal anti-Flag	Sigma	F1804; RRID: AB_262044	Western – 1:1000; IF – 1:200
Antibody	Rabbit polyclonal anti-H3	Abcam	Ab12079; RRID: AB_298834	1:15,000
Antibody	Rabbit polyclonal anti-tubulin	Sigma–Aldrich	T1450; RRID:AB_261655	1:5000
Antibody	Goat polyclonal anti-rabbit	Jackson Laboratories	111035045; RRID:AB_2337938	1:15,000
Antibody	Sheep polyclonal anti-mouse	GE Healthcare	NA931; RRID:AB_772210	1:5000
Antibody	Rat monoclonal anti-Ollas	Novus Biologicals	NBP1-06713SS	Western – 1:8,000; IF – 1:200
Antibody	Polyclonal donkey anti-rabbit, AlexaFluor 488	ThermoFisher	A-21208	1:400
Antibody	Polyclonal goat anti-mouse, AlexaFluor 555	ThermoFisher	A-21127	1:400
Antibody	Polyclonal goat anti-mouse IgG (IRDye 800 CW)	LI-COR Biosciences	925–32210; RRID:AB_621842	1:15,000
Antibody	Polyclonal goat anti-rabbit IgG (IRDye 680 RD)	LI-COR Biosciences	925–68071; RRID:AB_2721181	1:15,000
Other	DAPI	ThermoFisher	62248	0.5 µg/mL
Other	Vectashield with DAPI	Vector Laboratories	H-1200; RRID:AB_2336790	
Other	Roche Blocking Buffer	Millipore Sigma	11096176001	
Other	Odyssey Blocking Buffer (TBS)	LI-COR Biosciences	927–50003	
Strain, strain background (*E. coli*)	OP50	Shared Fermentation Facility, The Pennsylvania State University		
Strain, strain background (*E. coli*)	HB101	Shared Fermentation Facility, The Pennsylvania State University		
Strain, strain background (*E. coli*)	HT115 RNAi clones	Kamath and Ahringer, 2003		
Other	TriReagent	ThermoFisher	AM9738	
Other	Benzonase	Sigma–Aldrich	E1014	1:1000
Other	RNA 5′ Polyphosphatase	Illumina	RP8092H	
Other	Multiscribe Reverse Transcriptase	ThermoFisher	4311235	
Other	Absolute Blue SYBR Green	ThermoFisher	AB4166B	
Other	Dimethyl pimelimidate dihydrochloride	Sigma–Aldrich	D8388	
Other	Protease inhibitor cocktail	Roche	4693159001	1:100
Other	Purelink RNAse A	ThermoFisher	12091021	1:10
Other	Pronase E	Sigma–Aldrich	7433–2	20 µg/mL
Other	TaqMan Universal PCR Master Mix, No AmpErase UNG	ThermoFisher	4324018	
Sequence-based reagent	U18 TaqMan probe	ThermoFisher	1764	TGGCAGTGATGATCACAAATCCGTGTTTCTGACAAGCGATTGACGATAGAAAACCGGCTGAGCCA
Sequence-based reagent	21UR-1848 TaqMan probe	ThermoFisher		UAAAGGCAGAAUUUUAUCAAC
Sequence-based reagent	21UR-2502 TaqMan probe	ThermoFisher		UGAAAUUGUAGUAGACUGCUG
Sequence-based reagent	21UR-4807 TaqMan probe	ThermoFisher		UGGGUGAAUUCUGUCCCGAAC
Sequence-based reagent	21UR-1258 TaqMan probe	ThermoFisher		UAGACUUGAGUUAGAACGGUU
Sequence-based reagent	21UR-3142 TaqMan probe	ThermoFisher		GUAGGGUCGUCUCUUGAGAGC
Sequence-based reagent	21UR-3766 TaqMan probe	ThermoFisher		UGGAAGCUUGAUGGAAAAUGC
Commercial assay kit	NEBNext Multiplex Small RNA Library Prep Set for Illumina	New England Biolabs	E7330S	
Other	Small RNA-seq data	This study	GEO: GSE152831	
Other	ChIP-seq data	This study	GEO: GSE152831	
Other	Mass spec data	This study	GEO: GSE152831	
Strain, strain background (*C. elegans*)	wild-type, Bristol isolate	CGC	N2	
Strain, strain background (*C. elegans*)	*prg-1(n4357) I*	CGC	SX922	
Strain, strain background (*C. elegans*)	*snpc-1.3(xk27)[snpc-1.3(lof)] V*	This study	QK171	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*fem-1(hc17) IV*	CGC	BA17	
Strain, strain background (*C. elegans*)	*him-8(e1489) IV*	CGC	CB1489	
Strain, strain background (*C. elegans*)	*snpc-1.3(xk28)[snpc-1.3 (1xtbs)] V*	This study	QK172	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-1.3(xk29)[snpc-1.3 (2xtbs)] V*	This study	QK173	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-1.3(xk30)[snpc-1.3 (3xtbs)] V*	This study	QK174	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk31)[snpc-4::3xflag] I*	This study	QK175	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk31)[snpc-4::3xflag] I; fem-1(hc17) IV*	This study	QK176	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk31)[snpc-4::3xflag] I; him-8(e1489) IV*	This study	QK177	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-1.3(xk27)[snpc-1.3(lof)] V; fem-1(hc17) IV*	This study	QK178	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-1.3(xk27)[snpc-1.3(lof)] V; him-8(e1489) IV*	This study	QK179	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*mals105[col-19::GFP]* V	Xantha Karp lab	XV33	
Strain, strain background (*C. elegans*)	*snpc-1.3(xk27)[snpc-1.3(lof)] V; mals105 V*	This study	QK180	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk31)[snpc-4::3xflag] I, snpc-1.3(xk27)[snpc-1.3(lof)] V*	This study	QK181	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk23) I [snpc-4::aid::ollas]*	This study	QK162	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk23) I; unc-11(ed3) III; ieSi38 IV*	This study	QK163	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*unc-11(ed3) III; ieSi38 IV [sun-1p::TIR1::mRuby::sun-1 3' UTR + Crb-unc-119(+)] IV*	CGC	CA1199	
Strain, strain background (*C. elegans*)	*glp-4(bn2) I*	CGC	SS104	
Strain, strain background (*C. elegans*)	*snpc-1.3(xk32)[snpc-1.3a::3xflag] V*	This study	QK182	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*glp-4(bn2) I; snpc-1.3(xk32)[snpc-1.3a::3xflag] V*	This study	QK183	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-1.3(xk33)[snpc-1.3a::ollas] V*	This study	QK184	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk31)[snpc-4::3xflag] I, snpc-1.3(xk33)[snpc-1.3a::ollas] V*	This study	QK185	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*prde-1(xk34)[prde-1::ollas] V*	This study	QK186	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk31)[snpc-4::3xflag] I; prde-1(xk34)[prde-1::ollas] V*	This study	QK187	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk35)[snpc-4::ollas] I*	This study	QK188	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk35)[snpc-4::ollas] I; snpc-1.3(xk32)[snpc-1.3a::3xflag] V*	This study	QK189	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk31)[snpc-4::3xflag] I; snpc-1.3(xk29)[snpc-1.3 (2xtbs)] V*	This study	QK190	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-4(xk23) I; unc-11(ed3) III; ieSi38 IV; snpc-1.3(xk32)[snpc-1.3a::3xflag] V*	This study	QK191	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-1.3(xk36)[snpc-1.3a::3xflag(2xtbs)] V*	This study	QK192	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*tra-1(xk37)[3xflag::tra-1] III*	This study	QK193	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*tra-1(xk37)[3xflag::tra-1] III; snpc-1.3(xk28)[snpc-1.3 (1xtbs)] V*	This study	QK194	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*tra-1(xk37)[3xflag::tra-1] III; snpc-1.3(xk29)[snpc-1.3 (2xtbs)] V*	This study	QK195	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*tra-1(xk37)[3xflag::tra-1] III; snpc-1.3(xk30)[snpc-1.3 (3xtbs)] V*	This study	QK196	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Strain, strain background (*C. elegans*)	*snpc-1.3(xk38) [snpc-1.3b::3xflag] V*	This study	QK197	For CRISPR/Cas9 reagents and methodology, see Supplementary file 4 and Method details.
Software, algorithm	bbmap 38.23	http://jgi.doe.gov/data-and-tools/bb-tools		
Software, algorithm	Bowtie 1.1.1	Langmead et al., 2009		
Software, algorithm	Bowtie2 2.3.4.2	Langmead and Salzberg, 2012		
Software, algorithm	CASHX 2.3	Fahlgren et al., 2009		
Software, algorithm	deepTools 3.3.1	Ramírez et al., 2016		
Software, algorithm	DESeq2 1.18.1	Love et al., 2014		
Software, algorithm	DESeq2 1.26.0	Love et al., 2014		
Software, algorithm	FastQC 0.11.7	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/		
Software, algorithm	GraphPad Prism	https://www.graphpad.com		
Software, algorithm	ImageJ	ImageJ		
Software, algorithm	MACS 2.1.2	Zhang et al., 2008		
Software, algorithm	MEME suite 5.1.1	Bailey et al., 2009		
Software, algorithm	RStudio 3.4.1	https://www.rstudio.com		
Software, algorithm	Samtools 1.9	Li et al., 2009		
Software, algorithm	Subread 1.6.3	Liao et al., 2014		
Software, algorithm	Trim Galore! 0.5.0	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/		
Software, algorithm	Trimmomatic 0.39	Bolger et al., 2014		
Other	Dynabeads Protein G	ThermoFisher	10004D	
Other	Dynabeads M280 sheep anti-mouse IgG	ThermoFisher	11202D	
Other	SuperScript III Reverse Transcriptase	ThermoFisher	18080085	

### Generations of strains

CRISPR/Cas9-generated strains were created as described in Paix et al., 2015 and are listed in Supplementary file 4. crRNA and repair template sequences of CRISPR-generated strains are listed in Supplementary file 4. After initial phenotyping of *snpc-1.3a::3xflag* and *snpc-1.3b::3xflag* (Figure 1—figure supplement 1C−G), *snpc-1.3a::3xflag* was used for all subsequent experiments (and is referred to as *snpc-1.3::3xflag*).

### RNAi assays

Bacterial RNAi clones were grown from the Ahringer RNAi library (Kamath and Ahringer, 2003). Synchronized L1 worms were plated on HT115 bacteria expressing dsRNA targeting the gene interest or L4440 empty vector as a negative control as previously described (Timmons and Fire, 1998). All RNAi experiments were performed at 20°C unless otherwise stated.

### RNA extraction, library preparation, and sequencing

After hypochlorite preparation and hatching in M9 buffer, *snpc-4::aid::ollas* and *snpc-4::aid::ollas; Psun-1::TIR1* worms were transferred from NGM plates to plates containing 250 µM auxin 20 hr before collecting L4 and gravid worms, 48 hr and 72 hr after plating L1 worms at 20°C, respectively. Worms were collected in TriReagent (ThermoFisher Scientific) and subjected to three freeze–thaw cycles. Following addition of 1-bromo-3-chloropropane, the aqueous phase was then precipitated with isopropanol at −80°C for 2 hr. To pellet RNA, samples were spun at 21,000 × *g* for 30 min at 4°C. After three washes in 75% ethanol, the pellet was resuspended in water.

RNA concentration and quality were measured using a TapeStation (Agilent Technologies). We size-selected small RNAs of 16-30 nt in length from 5 µg total RNA on 17% denaturing polyacrylamide gels. Small RNAs were treated with 5′ polyphosphatase (Illumina) to reduce 5′ triphosphate groups to monophosphates to enable 5′ adapter ligation. Small RNA-sequencing libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB). Small RNA amplicons were size-selected on 10% polyacrylamide gels and quantified using qRT-PCR. Samples for each developmental time point were pooled into a single flow cell and single-end, 75 nt reads were generated on a NextSeq 500 (Illumina). An average of 42.01 million reads (range 33.05–50.39 million) was obtained for each library.

### Quantitative RT-PCR

Taqman cDNA synthesis was performed as previously described (Weiser et al., 2017). Briefly, for quantification of piRNA levels, TaqMan small RNA probes were designed and synthesized by Applied Biosystems. All piRNA species assessed by qPCR were normalized to U18 small nucleolar RNA. Fifty nanograms of total RNA was used for cDNA synthesis. cDNA was synthesized by Multiscribe Reverse Transcriptase (Applied Biosystems) using the Eppendorf Mastercycler Pro S6325 (Eppendorf). Detection of small RNAs was performed using the TaqMan Universal PCR Master Mix and No AmpErase UNG (Applied Biosystems). For quantification of mRNA levels, cDNA was made using 500 ng of total RNA using Multiscribe Reverse Transcriptase (Applied Biosystems). For quantification of snRNA levels, cDNA was made using 250 ng of total RNA using SuperScript III Reverse Transcriptase (ThermoFisher). Assays for mRNA and snRNA levels were performed with Absolute Blue SYBR Green (ThermoFisher) and normalized to *eft-2* using CFX63 Real Time System Thermocyclers (Bio-Rad). All qPCR primers used are listed in Supplementary file 4.

### Covalent crosslinking of Dynabeads

Protein G Dynabeads (ThermoFisher Scientific, 1003D) were coupled to monoclonal mouse anti-FLAG antibody M2 (Sigma–Aldrich, F1804). After three washes in 1× PBST (0.1% Tween), Dynabeads were resuspended with 1× PBST with antibody, for a final concentration of 50 µg antibody per 100 µL beads. The antibody-bead mixture was nutated for 1 hr at room temperature. After three washes in 1× PBST and two washes in 0.2 M sodium borate pH 9.0, beads were nutated in 22 mM DMP (Sigma–Aldrich, D8388) in 0.2 M sodium borate for 30 min at room temperature. Following two washes in ethanolamine buffer (0.2 M ethanolamine, 0.2 M NaCl pH 8.5), beads were nutated for 1 hr at room temperature in the same buffer. Beads were placed into the same volume of ethanolamine buffer as the starting bead volume for storage at 4°C until use.

### Immunoprecipitation for mass spectrometry, co-IP experiments, and expression

For SNPC-4 IP mass spectrometry, synchronized populations of ~200,000,000 *him-8(e1489)* L4s and ~50,000,000 *fem-1(hc17)* females were grown at 25°C and collected on OP50. For co-IP experiments, ~500,000 L4 and ~250,000,000 gravid worms were grown and collected from OP50 plates. Due to low expression of SNPC-1.3 and appearance of background bands, samples examining SNPC-1.3 expression were subjected to immunoprecipitation before western blotting. For *glp-4(bn2)*, *him-8(e1489)*, and *fem-1(hc17)* temperature-shift experiments, worms were grown at 15°C before hypochlorite treatment to isolate embryos. Synchronized L1s were then transferred to 25°C. For SNPC-1.3 expression in males and females, *snpc-1.3::3xflag; him-8(e1489)* L4 worms and *snpc-1.3::3xflag; fem-1(hc17)* adult worms were collected.

Unless otherwise stated, all samples for mass spectrometry, co-IP, and western blotting used in this study were subjected to the following procedure. After three washes in M9 and one wash in water, worms were frozen and ground using the Retsch MM400 ball mill homogenizer for two rounds of 1 min at 30 Hz. Frozen worm powder was resuspended in 1× lysis buffer used previously (Moissiard et al., 2014, 50 mM Tris–HCl pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 1 mM EGTA, 0.1% NP-40, 10% glycerol) and protease inhibitor cocktail (Roche). After Bradford assay (ThermoFisher Scientific), lysates were normalized using lysis buffer and protease inhibitor. Benzonase (Sigma–Aldrich, E1014) was added to a final concentration of 1 µL/mL of lysate and nutated for 10 min at 4°C. After centrifugation for 10 min at 4,000 x *g*, 1 mL of supernatant was added to 50 µL of crosslinked Dynabeads and nutated for 15 min at 4°C. Samples were then washed three times in 1× lysis buffer with protease inhibitors before 1 hr nutation in 50 µL of 2 mg/mL FLAG peptide (Sigma–Aldrich, F4799) diluted in 1× lysis buffer. Complete eluate, as well as 5% of crude lysate (after addition of benzonase), input, pellet, and post-IP samples, were added to 2× Novex Tris–glycine sodium dodecyl sulfate sample buffer (ThermoFisher Scientific, LC2676) to 1×. Samples were then subjected to western blotting as described below.

### Western blotting

Co-IP samples and SNPC-1.3::3xFlag westerns in *snpc-1.3 tbs* mutants were run on either 8–16% or 8% Novex WedgeWell Tris–glycine precast gels (ThermoFisher) and transferred to PVDF membrane (Millipore). Mouse anti-Flag, rat anti-Ollas, rabbit anti-gamma tubulin, and rabbit anti-H3 were used at 1:1000, 1:8000, 1:5000, and 1:15000, respectively. Anti-mouse and anti-rabbit (for tubulin) antibodies were used at 1:5,000. To blot for H3, anti-rabbit secondary was used at 1:15,000. Anti-rat antibodies were used at 1:8,000. Antibodies used were Sigma–Aldrich F1804 (mouse anti-Flag), Novus Biologicals NBP1-06713SS (rat anti-Ollas), Sigma–Aldrich T1450 (rabbit anti-gamma tubulin), Abcam ab1791 (rabbit anti-H3), GE Healthcare NA931 (sheep anti-mouse), and Jackson Laboratories 111035045 (goat anti-rabbit). Both high-sensitivity Amersham ECL Prime (GE Healthcare, RPN2232) (for SNPC-1.3 blotting) and regular sensitivity Pierce ECL (ThermoFisher, 32209) were used for exposure in a Bio-Rad ChemiDoc Touch system.

For measuring SNPC-1.3 expression levels in various backgrounds, input (for normalization) and immunoprecipitation samples were run on 10% Novex WedgeWell Tris–glycine precast gels (ThermoFisher). Following transfer, the membrane was dried for 20 min at room temperature. The blot was then recharged in 100% methanol for 1 min, followed by a water rinse and a wash in TBS for 2 min. Blocking was performed in LI-COR Odyssey Blocking Buffer (TBS). Primary antibodies were 1:1,000 mouse anti-Flag (Sigma–Aldrich F1804) and 1:5,000 rabbit anti-gamma-Tubulin (Sigma–Aldrich T1450) in LI-COR Odyssey Blocking Buffer with 0.1% Tween. Washes were performed in TBST (TBS + 0.1% Tween). LI-COR IRDye 800CW goat anti-mouse IgG and 680RD goat anti-rabbit IgG were used at 1:15,000 in Odyssey Blocking Buffer with 0.1% Tween and 0.01% SDS. After three washes in TBST, the membranes were incubated in TBS before imaging in the LI-COR Odyssey Fc.

### Mass spectrometry and analysis

Proteins were precipitated with 23% TCA and washed with acetone. Protein pellets solubilized in 8 M urea, 100 mM Tris pH 8.5, and reduced with 5 mM Tris (2-carboxyethyl)phosphine hydrochloride (Sigma–Aldrich, St. Louis, MO, product C4706) and alkylated with 55 mM 2-chloroacetamide (Fluka Analytical, product 22790). Proteins were digested for 18 hr at 37°C in 2 M urea 100 mM Tris pH 8.5, 1 mM CaCl_2_ with 2 µg trypsin (Promega, Madison, WI, product V5111). Single-phase analysis (in replicate) was performed using a Dionex 3000 pump and a Thermo LTQ Orbitrap Velos using an in-house built electrospray stage (Wolters et al., 2001). Protein and peptide identification and protein quantitation were done with Integrated Proteomics Pipeline, IP2 (Integrated Proteomics Applications, Inc, San Diego, CA; http://www.integratedproteomics.com/). Tandem mass spectra were extracted from raw files using RawConverter (He et al., 2015) with monoisotopic peak option and were searched against protein database release WS260 from WormBase, with FLAG-tagged SNPC-4, common contaminants and reversed sequences added, using ProLuCID (Peng et al., 2003; Xu et al., 2006). The search space included all fully tryptic and half-tryptic peptide candidates with a fixed modification of 57.02146 on C. Peptide candidates were filtered using DTASelect (Tabb et al., 2002).

Using custom R scripts, average enrichment between SNPC-4::3xFlag and no-tag control immunoprecipitation experiments were calculated. For each experiment, enrichment was normalized by dividing the peptide count for each protein by the total peptide count. Adjusted p*-*values were calculated by applying the Bonferroni method using DESeq2 (Love et al., 2014). Although SNPC-3.1 and SNPC-3.2 are reported to have the same amino acid sequence, we have picked up differential peptide coverage in the *fem-1(-)* mutant for these two proteins and represented them as two different data points.

### Immunofluorescence microscopy

Adult gonads were dissected into egg buffer (25 mM HEPES pH 7.4, 118 mM NaCl, 48 mM KCl, 2 mM EDTA, 0.5 mM EGTA) with 30 mM sodium azide and 0.1% Tween-20, and fixed for 10 s in 1% formaldehyde in egg buffer followed by 1 min in 100% methanol at −20°C. All washing and staining was completed in suspension. Germlines were blocked in normal goat serum or 1× Roche blocking buffer in PBST (PBS + 0.2% Tween) for 30 min at room temperature. Primary mouse anti-Flag (Sigma F1804) and rat anti-Ollas (NBP1-06713SS) antibodies were used at 1:200 in blocking agent in PBST. AlexaFluor 555 goat anti-mouse and AlexaFluor 488 goat anti-rat secondary antibodies (ThermoFisher) were used at 1:400 in blocking agent in PBST. Germlines were stained with 0.5 µg/mL DAPI and then mounted in Vectashield with DAPI (Vector Laboratories H-1200). Images were acquired at 63x on a Zeiss LSM700 confocal microscope. Publication images were acquired at 100× on a GE DeltaVision microscope. Image processing was performed using SoftWoRx to collect 3D image stacks, deconvolve (enhanced ratio, 20 cycles), and compile into a maximum intensity projection. Composite images were stitched and colored in Fiji using the Stitching plugin (Preibisch et al., 2009).

### Chromatin immunoprecipitation, library prep, and sequencing

Worms were grown in liquid culture as previously described (Zanin et al., 2011). 250 µM auxin was added to *snpc-1.3::3xflag; snpc-4::aid::ollas; Psun-1::TIR1* worms 4 hr before collection at 48 hr post-L1 at 20°C. After washing, the gut was cleared for 15 min by nutation in M9, followed by three washes in M9. Worms were live-crosslinked in 2.6% formaldehyde in water for 30 min at room temperature with nutation. Crosslinking was quenched with a final concentration of 125 mM glycine for 5 min with nutation. After three washes with water, worms were flash-frozen in liquid nitrogen. Frozen worm pellets were ground into powder using the Retsch MM40 ball mill homogenizer for 2 rounds of 1 min at 30 Hz. Frozen worm powder was resuspended in 1× RIPA buffer (1× PBS, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) for 10 min at 4°C. Crosslinked chromatin was sonicated using a Diagenode Bioruptor Pico for three 3 min cycles, 30 s on/off. We nutated 10 µg of chromatin overnight at 4°C with 2 µg of Flag antibody (Sigma–Aldrich, F1804) and then for 1.5 hr with 50 µL mouse IgG Dynabeads (Invitrogen). Input amount was 10% of IP. Chromatin was de-crosslinked and extracted as described previously (Weiser et al., 2017). Individual input and IP samples of each genotype were processed for both sequencing and quantitative PCR.

Libraries were prepared and multiplexed using the Ovation Ultralow Library Systems v2 (NuGEN Technologies) according to the manufacturer’s protocol. The Illumina HiSeq 4000 platform was used to generate 50 bp single-end reads for SNPC-1.3 ChIP-seq libraries. The NovaSeq 6000 platform was used to generate 50 bp paired-end reads for TRA-1 ChIP-seq libraries.

### Quantitative PCR of ChIP samples

ChIP DNA was eluted in 18 µL of 1× TE pH 8.0 and 2 µL of 20 mg/mL RNase A (Invitrogen, ThermoFisher Scientific). For a final reaction volume of 25 µL, each reaction consisted of final 1× Absolute Blue SYBR Green (ThermoFisher Scientific), 35 nM each of forward and reverse primer, and 2 µL ChIP eluate. Reactions were performed in technical duplicates in a Bio-Rad CF96 Real Time PCR thermal cycler.

### Hermaphrodite fertility assays

Gravid worms (previously maintained at 20°C) were subjected to hypochlorite treatment, and their progeny were plated onto NGM at 25°C (P0). At the L2 or L3 stage, worms were singled onto individual plates and their progeny (F1) counted.

### Mating assays

To test male-dependent rescue of *fem-1(hc17)* fertility, 10–12 hermaphrodites of each strain were grown at 20°C and embryos were isolated by allowing egg lay for 2 hr before removal. Embryos were shifted to 25°C, and upon reaching the L4 stage (24 hr), ten *him-8(e1489)* L4 males were transferred and mated with two *fem-1(hc17)* females. Brood size was quantified by counting when a majority of progeny had at least reached the young adult stage (about 3 days after transfer). To test the fertility of the hermaphrodites upon mating, 10–12 hermaphrodites of each strain were grown at 20°C and embryos were isolated after egg lay for 2 hr before removal. Embryos were shifted to 25°C and 1ten *col-19(GFP+)* L4-staged males (24 hr) were then transferred with a single hermaphrodite (36 hr), and the number of live cross progeny was counted after reaching adulthood. Brood size was quantified by counting when the majority of progeny had at least reached the young adult stage (about 3 days after transfer).

### Sperm activation assay and imaging

To perform sperm activation assays, spermatids were dissected from adult males that were shifted to 25°C during the embryo stage, and isolated prior to sexual maturity (about 48 hr post-L1). Dissection was performed directly on glass slides in sperm medium (50 mM HEPES pH 7.8, 50 mM NaCl, 25 mM KCl, 5 mM CaCl_2_, and 1 mM MgSO_4_) supplemented with 20 μg/mL pronase E (Millipore Sigma). For the characterization of sperm morphology, sperm were imaged 30 min after the addition of pronase E. Individual sperm were manually categorized into two types: spermatids with normal pseudopods or spermatids with irregular or no pseudopods (Shakes and Ward, 1989). For Figure 6E,Z, stacks were imaged in 10 s intervals for 30 min and a representative in-focus stack was chosen at every 3 min interval. To characterize sperm activation dynamics, sperm were individually followed across 10 s intervals for 30 min, and the different stages of sperm activation were designated into four categories based on these morphological changes: (1) undifferentiated spermatid, (2) spiky intermediate characterized by the presence of spike growth, (3) growing or motile pseudopod by the presence of a pseudopod, and (4) immobile sperm when little movement was observed either in the sperm body or pseudopod for longer than 30 s. Statistical significance was assessed using Student’s t-test.

### Quantitative and statistical analysis

Unless otherwise stated, all quantitative analyses are shown as mean with standard deviation represented as error bars. For qRT-PCR, fertility and mating assays, and western blot, at least two independent experiments were performed; one representative biological replicate is shown.

### Small RNA-seq analysis

Raw small RNA-seq reads were trimmed for Illumina adapters and quality (SLIDING WINDOW: 4:25) using Trimmomatic 0.39 (Bolger et al., 2014). Trimmed reads were then filtered using bbmap 38.23 (http://jgi.doe.gov/data-and-tools/bb-tools) to retain reads that were 15–30 nt in length. These filtered reads were aligned to the *C. elegans* WBcel235 (Cunningham et al., 2019) reference genome using Bowtie 1.1.1 (Langmead et al., 2009) with parameters -v 0 k 5 –best –strata –tryhard. Quality control of raw and aligned reads was performed using FastQC 0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), SAMtools 1.9 (Li et al., 2009), and in-house Python and R scripts. Mapped reads were assigned to genomic features using featureCounts from Subread 1.6.3 (Liao et al., 2014), taking into account overlapping and multi-mapping reads (-O -M). Raw counts were normalized within DESeq2 1.26.0 (Love et al., 2014), and principal component analysis (PCA) was performed using the regularized log transform of normalized counts within DESeq2 (Figure 5—figure supplement 1C). In addition, we distributed mapped reads by size and 5′ nucleotide identity to verify the presence of small RNA species such as 22G-RNAs and 21U-RNAs (Figure 3—figure supplement 2B, Figure 5—figure supplement 1B).

To identify differentially expressed genes, DESeq2 was applied to piRNAs on chromosome IV. In this study (method 1), we define significant and differentially expressed genes as having an absolute value of log_2_(fold-change) ≥ 0.26 and FDR of ≤0.05 (Benjamini–Hochberg). The log_2_(fold-change) threshold and significance level were selected based on benchmarking the differential expression results against the Taqman piRNA expression assays. At the chosen cutoffs, differential expression analysis captures the Taqman assays results for the three male piRNAs (21UR-1258, 21UR-3142, and 21UR-3766) and three female piRNAs (21UR-1848, 21UR-2502, and 21UR-4817). Contrasts between mutant and wild type were designed without independent filtering.

For motif discovery, nucleotide sequences were extracted from the reference genome with 60 nt upstream of each piRNA and submitted to the MEME suite 5.1.1 (Bailey et al., 2009). Results from MEME were used to generate the sequence logo plot with the median position of the C-nucleotide of the identified motif, number of piRNAs, and the associated E-value.

A second, independent small RNA-seq analysis workflow (described in Figure 3—figure supplement 1) was implemented to validate our results. Results produced from this analysis are provided in Figure 3—figure supplement 2. We parsed - small RNA sequences that were 16-30 nt from adapters. Reads with >3 nt falling below a quality score of Q30 were discarded. Reads were mapped to the *C. elegans* WS230 (Stein et al., 2001) reference genome using CASHX v. 2.3 (Fahlgren et al., 2009) allowing for 0 mismatches. Custom Perl, Awk, and R scripts were used to count features and to generate PCA and size distribution plots. Multi-mapping reads were assigned proportionally to each possible locus. Differential expression analysis was done using DESeq2 v. 1.18.1 (Love et al., 2014). A reporting threshold was set at an absolute value of log_2_(fold-change) ≥ 0.26 and a Benjamini–Hochberg-corrected p≤0.20.

### ChIP-seq analysis

De-multiplexed raw ChIP-seq data in FASTQ format were trimmed for adapters and sequencing quality score > Q25 using Trim Galore! 0.5.0 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and aligned to *C. elegans* reference genome WBcel235 (Cunningham et al., 2019) using Bowtie2 2.3.4.2 (Langmead and Salzberg, 2012) with default parameters. Post-alignment filtering was then performed to remove PCR duplicates using the MarkDuplicates utility within Picard 2.22.1 (http://broadinstitute.github.io/picard/). In addition, SAMtools 1.9 was applied to remove unmapped reads and reads that mapped with MAPQ 30 but were not of primary alignment or failed sequence platform quality checks (SAMtools -F 1804 -q 30) (Li et al., 2009).

To identify and visualize binding sites and peaks for SNPC-1.3 ChIP-seq, filtered SNPC-1.3 ChIP-seq reads were extended to 200 bp to account for the average length of ChIP fragments. We then partitioned the genome into consecutive, non-overlapping 1 kb bins and calculated read coverage, normalized by sequencing depth of each library, based on the total read count in each bin. Bins with read coverages in the IP sample that fell below the median read coverage of piRNA-depleted bins on chromosome IV in the relevant input control were excluded from further analysis. Bins containing only male, female, and non-enriched piRNAs (as defined by small RNA-seq analysis) were then extracted to generate binding profiles and heatmaps. For this, the bamCompare tool in deepTools 3.3.1 (Ramírez et al., 2016) was used to calculate the ratio between read coverage of each ChIP sample and input control (--scaleFactorsMethod None --normalizeUsing CPM --operation ratio --binSize 50 --ignoreForNormalization MtDNA --extendReads 200). The ENCODE ce11 blacklist (Amemiya et al., 2019) was also supplied (https://github.com/Boyle-Lab/Blacklist/). The bamCompare output was then used in deepTools computeMatrix to calculate scores for plotting profiles and heatmaps with deepTools plotProfile and plotHeatmap.

TRA-1 ChIP-seq peaks were called by callpeak within MACS 2.1.2 (Zhang et al., 2008) (--p-value 0.05) with filtered TRA-1 ChIP-seq reads and relevant input controls. TRA-1 signal tracks were generated by calculating fold enrichment from read count-normalized genome-wide pileup and lambda track outputs by callpeak (bdgcmp in MACS2). The ENCODE ce 11 blacklist (Amemiya et al., 2019) was supplied in this analysis (https://github.com/Boyle-Lab/Blacklist/). The bamCompare tool in deepTools 3.3.1 (Ramírez et al., 2016) was used to quantify read coverage of each ChIP sample and input control.

Reproducibility between SNPC-1.3 and TRA-1 ChIP-seq replicates (Figure 4—figure supplement 1C, Figure 5—figure supplement 1E) was assessed by applying deepTools bamCompare, as described above, and deepTools plotCorrelation to depict pairwise correlations between replicates and compute the Pearson correlation coefficient.

### Data and software availability

The mass spectrometry, small RNA-seq, and ChIP-seq data have been deposited in NCBI under GEO accession number: GSE152831. Processed data and scripts used for analysis are available at https://github.com/starostikm/SNPC-1.3; Choi, 2021; copy archived at swh:1:rev:b23f652341d999150edf5ae9c8de72e9192b2843.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE152831. All data generated or analyzed during this study are included in the manuscript and supporting files. Source data files have been provided for Figures 1–6. The following dataset was generated: StarostikMR2020SNPC-1.3 is a sex-specific transcription factor that drives male piRNAs in C. elegansNCBI Gene Expression OmnibusGSE15283110.7554/eLife.60681PMC788407433587037

How the deposited data were processed for this re-analysis (not part of the article)

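Small RNA-seq covered 11 libraries: WT at 48 hr (3), *snpc-1.3(-)* at 48 hr (2), WT at 72 hr (3) and *snpc-1.3(2xtbs)* at 72 hr (3). SNPC-1.3 ChIP-seq covered N2, *snpc-1.3::3xflag* and *snpc-1.3::3xflag; snpc-4::aid; Psun-1::TIR1* at 48 hr, with an IP and an input for each of 2 replicates. TRA-1 ChIP-seq covered N2, *3xflag::tra-1* and *3xflag::tra-1* with 1, 2 or 3 mutated TRA-1 binding sites in the *snpc-1.3* promoter at 72 hr, also with an IP and an input for each of 2 replicates. Samples were grouped by their titles, labels and the paper, and these 43 samples were all mapped to a condition. The labels conflict for 3 groups. The genotype label of the SNPC-4-depleted ChIP libraries lists no *snpc-1.3::3xflag* allele, which their title, their description and the paper give. The description of the TRA-1 libraries taken as 3 mutated sites names 2, against their title, genotype label and the paper. The genotype label of the *snpc-1.3(2xtbs)* small RNA libraries names an allele that also has a 3xFlag tag, which the paper does not mention for them.

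For small RNA-seq, the deposited values are raw counts per annotated feature, which the authors made with Trimmomatic, Bowtie (no mismatches, WBcel235) and featureCounts. A read was counted at each of the limited number of best places that Bowtie reported, and at each feature it overlapped there. The authors also deposited a normalized count table for the chromosome IV piRNAs, made by dividing the counts by DESeq2's size factors; whole reads recovered from it were identical to the raw counts (100% of values). For SNPC-1.3 ChIP-seq, the authors counted extended reads in bins of 1 kb after removing duplicates and reads of low mapping quality, and deposited the count of IP and input in each listed bin. The CPM values of these bins were computed by the authors as the count plus 1, scaled by 1 total per library. The deposited signal of a bin is the CPM of the IP minus 1 constant per file, which is taken to be the median input coverage of piRNA-depleted bins of chromosome IV that the methods name, and the authors list only bins where it is above 0. The other columns of these files, the numbers of genes, snRNAs and piRNAs of each class in a bin, were made by the authors from the annotation and their own piRNA classes. For TRA-1 ChIP-seq, the authors called peaks with MACS2 for each library against its input, and the deposited fold enrichment of a peak is the ratio of IP to the expected background at its summit. The deposited −log10 p and −log10 q of a peak are those that MACS2 gave the authors. The tables of the authors' other workflow (method 2), with 48 per-sample columns in all, were not used, since they count the same libraries again.

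Counts on features ranged from 4336397 to 22346249 per small RNA library. IP libraries of SNPC-1.3 ChIP-seq held 14980457 to 24896703 counts and inputs 38330920 to 48104586. The TRA-1 lists give no depth. Replicate libraries of small RNA-seq differed by more than counting noise (chi-square per degree of freedom from 2.25 to 22.2 between replicates), so binomial intervals, which are exact (Clopper-Pearson, 95%), cover counting error only. Reads carried no molecular identifiers.

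Counts of the 13982 chromosome IV piRNAs with a count in any library were fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit, legacy method, 4 groups in 1 fit, TMM over these piRNAs, no block for the replicate number), with Benjamini-Hochberg adjustment over the piRNAs tested. piRNAs past a log2 fold change of 0.26 and an adjusted p of 0.05 were called. WT spe. was compared with WT oog., *snpc-1.3(-)* spe. with WT spe., and *snpc-1.3(2xtbs)* oog. with WT oog. Tested on simulated data with 200 changed piRNAs, the fit recovered 60%, 47.5% and 63% of them in these comparisons, and 85%, 68% and 85% of those changed 4-fold, with 4, 5 and 2 false calls. Far more piRNAs were called in the real data, which makes the real cutoff looser. These values therefore do not give the recovery or the false calls of the real comparisons. The other 8878 features that passed edgeR's filterByExpr were fitted with TMM over all features. Their p-values were adjusted over all 17149 features that passed, piRNAs included. In a simulation of that fit with only 200 changes, 24% of them were recovered and 46% of those of 4-fold. In *snpc-1.3(-)* the real fit called far more features, most of them piRNAs, so its cutoff was looser. The simulated shares thus do not give its recovery or false calls, and small changes may still be missed. DESeq2 1.42.0 was used as an alternative. The text names every piRNA that the paper names and, in each comparison, the 2 piRNAs in each direction with the smallest adjusted p among those past the thresholds whose libraries do not overlap between the groups. The paper's name 21UR-4807 goes with the probe sequence of 21ur-4817, so 21ur-4807 is given by its name only. For other features it names the 3 in each direction with the smallest adjusted p. For TRA-1 it names *snpc-1.3*, *fog-1*, *fog-3* and the 3 genes nearest the peaks with the highest fold enrichment in both *3xflag::tra-1* lists and none in N2.

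Sequences of 60 nt upstream of each piRNA were searched for GTTTCA with Biopython 1.88, in place of the motif discovery the paper used. For SNPC-1.3 ChIP-seq, log2 ratios of IP over input per bin were compared between genotypes within a replicate, without a pseudocount, since every listed value is above 0. Bins inside and outside the clusters were compared by an exact test over 17493 circular shifts, which keeps neighboring bins together, and bins by piRNA class or gene class by permutation tests with 100000 resamples (SciPy 1.17.1, NumPy 2.4.6). With 0.5 added to the log2 ratio of cluster bins in simulated data, a difference of 0.49 was recovered. TRA-1 peaks were compared by overlap of at least 1 bp. Tables were handled in Python 3.11.15 with pandas 2.3.3 and plotted with matplotlib 3.10.9.

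The alternatives set before the data were examined were, for small RNA-seq, DESeq2's Wald test without independent filtering, DESeq2's size factors in the edgeR fit, TMM over all features, scaling to the totals of miRNAs or of all features, filterByExpr, only the 2 compared groups in the fit, a replicate block, libraries thinned to the smallest piRNA total (466066) with and without that block, a log2 fold change of 1, an adjusted p of 0.01 and each library left out. For the motif they were a window of 35 to 50 nt, 1 mismatch, and calls at a log2 fold change of 1. For SNPC-1.3 they were a pseudocount of 1, the IP alone, clusters narrowed by 0.5 Mb, only bins above the median input, a rank sum test, a log2 threshold of 0.26, each replicate alone and DESeq2's piRNA classes. For TRA-1 they were a −log10 p of 5, a −log10 q of 2 and an overlap of 50% of the shorter peak. Other features were also fitted with DESeq2, without a filter and with a replicate block. Chosen after seeing the data were edgeR's bias-adjusted fit, whole reads from the normalized table, the signal of the SNPC-1.3 files, only bins with piRNAs, edgeR on the IP counts, piRNA bins listed in both files without a fold threshold, and motif shares from DESeq2's calls.

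Left out were comparisons with the lists of an earlier study, which are not among the files, profiles around single 5′ nucleotides, which bins of 1 kb cannot give, and the qPCR and fertility experiments, which have no sequencing data.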

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

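The tests of overlap for part of the features below were chosen after the result was seen: the share of depleted protein-coding features that overlap a depleted piRNA. The tests of snRNA bins were chosen earlier.

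SNPC-1.3 ChIP signal at snRNA genes is in the data, but the paper reports it only for piRNA loci. Bins that hold snRNA genes had a log2 ratio of *snpc-1.3::3xflag* over N2 that exceeded that of other bins outside the clusters by 0.11 in replicate 1 and 0.39 in replicate 2 (55 bins each; permutation p = 1e-05 in both, the smallest that 100000 resamples can give). The ratio was above 0 in 37 and 50 of the 55 bins. Some snRNA genes lie in the piRNA clusters, where the median ratio was 0.97 (7 bins) and 1.11 (9 bins). Without these, the excess was 0.09 (48 bins, permutation p = 0.00032) and 0.36 (46 bins, permutation p = 1e-05), which argues against the clusters as the whole source. A background of IP at short, highly transcribed genes would raise bins with tRNA genes as much. These exceeded other bins by 0.03 and 0.10, less than snRNA bins by 0.05 (permutation p = 0.040) and 0.26 (permutation p = 1e-05), which argues against such a background as the whole source and leaves a part of it possible, above all in replicate 1. In the strain depleted of SNPC-4, snRNA bins outside the clusters fell relative to *snpc-1.3::3xflag* by 0.16 and 0.35 more than other bins, and by 0.10 and 0.27 more than tRNA bins. Both contrasts share the *snpc-1.3::3xflag* library, so this is not independent of the excess. The size of the excess differs between the replicates more than the cluster signal does, and highly transcribed genes other than tRNA genes were not tested. A hypothesis in line with these values is that some SNPC-1.3 may be present at snRNA genes. In the small RNA counts of *snpc-1.3(-)*, 0 of 114 snRNA features were called (8 at an unadjusted p under 0.05), but fragments of snRNAs in a small RNA library do not measure snRNA levels. The paper reports that knockdown of *snpc-1.3* by RNAi did not significantly alter U1 snRNA in adult hermaphrodites. The ChIP libraries are from 48 hr, during spermatogenesis, so the stages differ.

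Outside the piRNAs of chromosome IV, which are the features the paper analyzes, 412 of 8878 features changed in *snpc-1.3(-)* during spermatogenesis (edgeR, TMM over all features). The p-values were adjusted over all 17149 features fitted, of which 8271 were chromosome IV piRNAs. Of these piRNAs, 2841 were called higher and 2860 lower, which loosens the cutoff for the other features. The share of false calls among the 412 may thus lie above the adjusted p of 0.05. DESeq2's adjustment was pooled with the piRNAs too. DESeq2 called 187, and without *snpc-1.3(2xtbs)* replicate 1, which shares the fit but is not in this comparison, edgeR called 647. By class, 161 protein-coding features were higher and 122 lower of 6218, 34 miRNAs were higher and 1 lower of 191, and 32 ncRNAs were higher and 15 lower of 903. With DESeq2 these were 34 and 97, 12 and 1, and 8 and 15, so whether more protein-coding features or ncRNAs were higher or lower depends on the fit. Of the snoRNAs, 0 of 127 were called (3 at an unadjusted p under 0.05). Reads of depleted piRNAs are also counted on any gene they overlap, and 27 of the 122 depleted protein-coding features overlap a depleted piRNA, or 22.1%, against 1.72% of the 6096 others (Fisher's exact test, two-sided, p = 7.4e-21). The overlap is thus a candidate source for that part, such as Y57G11C.5 (log2 fold change −4.21), and for the pseudogene *srh-64* (−5.36). The other 95 overlap no depleted piRNA, 91 of them overlap no piRNA of chromosome IV at all and 70 lie on other chromosomes, such as *clec-223* on chromosome V (−4.77), which argues against overlap as the source for these. Among features that were higher, *skr-13* (4.98) overlaps a piRNA and F53B6.7 (3.27) and *srx-14* (2.14) do not. miRNA totals took 81.3% of the counts in the mutant and 78.3% in WT spe., and a change in the make-up of the libraries can shift all features of a class alike, so the rise of miRNAs stays open between scaling and biology. The libraries were treated to include small RNAs with a 5′ triphosphate. Small RNAs made from target genes downstream of piRNAs, and a difference in developmental timing between the cultures, are open explanations of the 95 that these counts do not test. Some of the 95 may also be false calls, since the adjustment was pooled with the piRNAs.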

How the results depend on the processing

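None of the called results below changed direction under any alternative that was run, and what moved was the number of calls, shares and medians. The bias-adjusted fit, the signal of the SNPC-1.3 files, edgeR on IP counts, piRNA bins listed in both files, and motif shares from DESeq2's calls were chosen only after the results were seen. The cause of a move was not tested except where stated.

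The scaling mattered most. With scaling to miRNA totals, 2222 piRNAs were higher in WT spe., 1961 were enriched in *snpc-1.3(-)*, 98.2% of male piRNAs were depleted and 36.1% of female piRNAs enriched there (medians −4.85 and 0.97), and *snpc-1.3(2xtbs)* had 459 enriched (98.5% of them male) and 2256 depleted piRNAs, 40.3% of female piRNAs depleted, and medians of 0.69 for male and −0.87 for female piRNAs. With the totals of all features, 2160 piRNAs were enriched in *snpc-1.3(-)*, with 96.5% of male depleted and 43.7% of female enriched (medians −4.61 and 1.08), and *snpc-1.3(2xtbs)* had 737 enriched (99.5% male) and 1570 depleted, 30.4% of female depleted, and medians of 0.78 and −0.71. TMM over all features gave 88.8% of male depleted and 72.0% of female enriched in *snpc-1.3(-)* (medians −3.95 and 1.67), and 243 depleted in *snpc-1.3(2xtbs)*, 5.41% of female, with medians of 1.16 and −0.27. DESeq2's size factors in the edgeR fit gave 2815 female piRNAs, 2317 enriched in *snpc-1.3(-)*, 85.4% of male depleted, 70.7% of female enriched and medians of −4.17 and 1.23. DESeq2's Wald test gave 2308 female piRNAs, 1979 enriched in *snpc-1.3(-)*, 85.0% of male depleted, 73.1% of female enriched, medians of −4.05 and 1.22, 301 depleted in *snpc-1.3(2xtbs)*, 99.4% of the enriched male, 10.9% of female depleted, and 187 other features changed in *snpc-1.3(-)*.

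These scalings place 0 at different levels. Over piRNAs with at least 10 CPM, the median log2 fold change of WT spe. over WT oog. was −0.84 as reported, −0.09 with DESeq2, −1.32 with all-feature totals and −1.72 with miRNA totals. For *snpc-1.3(-)* it was 0.78, 0.12, 0.13 and 0.08, and for *snpc-1.3(2xtbs)* 0.00, 0.05, −0.36 and −0.53. The share of called piRNAs that were higher followed: 45.4% as reported between the stages, 63.8% with DESeq2, 36.3% and 29.1% with those totals. In *snpc-1.3(-)* it was 51.9%, 35.5%, 36.4% and 34.2%, and in *snpc-1.3(2xtbs)* 71.7%, 82.0%, 31.9% and 16.9%. TMM over all features shifted the medians to −0.93, 0.68 and 0.11, with 87.1% of calls in *snpc-1.3(2xtbs)* higher, and thinned libraries gave −0.49, 0.55 and 0.02. With only the 2 compared groups, the median in *snpc-1.3(-)* was 0.10 and 35.0% of calls were higher. DESeq2's size factors in the edgeR fit shifted the medians as DESeq2 did, with 61.4% and 36.8% of calls higher between the stages and in *snpc-1.3(-)*, and block with thinning gave 82.0% in *snpc-1.3(2xtbs)*. Male and female piRNAs kept opposite directions in both mutants under all of them.

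With only the 2 compared groups in the fit, 2099 piRNAs were enriched in *snpc-1.3(-)*, 94.2% of male depleted and 49.6% of female enriched (medians −4.31 and 1.11), 94.9% of the piRNAs enriched in *snpc-1.3(2xtbs)* were male, and 19.3% of female were depleted. With filterByExpr, which leaves 8228 piRNAs, the shares in *snpc-1.3(-)* were 93.3% and 83.9%, 15.6% of female were depleted in *snpc-1.3(2xtbs)*, and the male median was −3.63. At an adjusted p of 0.01 they were 85.0% and 76.0%, with 241 depleted in *snpc-1.3(2xtbs)*, 98.5% of the enriched male and 6.32% of female depleted. At a log2 fold change of 1, 242 were depleted in *snpc-1.3(2xtbs)*, 98.4% of the enriched male and 5.64% of female depleted, the male median in *snpc-1.3(-)* was −3.93, and C led 36.8% of the motifs of female and enriched piRNAs. The bias-adjusted fit gave 75.0% of female enriched in *snpc-1.3(-)* and 17.0% depleted in *snpc-1.3(2xtbs)*.

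Depth limits the weaker comparison. With libraries thinned to the smallest piRNA total, *snpc-1.3(2xtbs)* had 692 enriched (97.8% male) and 184 depleted piRNAs, with 5.48% of female depleted, and in *snpc-1.3(-)* 79.3% of female were enriched (median 1.59). With a replicate block, 97.6% of the enriched in *snpc-1.3(2xtbs)* were male and 10.7% of female depleted. Block and thinning together gave 88.1% of male depleted and 79.6% of female enriched in *snpc-1.3(-)* (female median 1.58), and 644 enriched (98.6% male) and 141 depleted in *snpc-1.3(2xtbs)*, with 4.39% of female depleted. Libraries of the same replicate number were not more alike than others (correlations of −0.47 to 0.17 over 15 pairs, and −0.28 to 0.40 over 30 pairs of different number), so no block was used for the reported values.

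With 1 mismatch allowed, C led 92.5% and 51.4% of the motifs of the male and female sets, and with DESeq2's calls 32.5% of the female set. For SNPC-1.3, the mean numbers of cluster bins enriched, depleted without SNPC-4, and both, were 257, 351 and 134.5. Only bins above the median input gave 121, 177.5 and 54 (81.8% of the enriched depleted). A log2 threshold of 0.26 gave 1077.5 enriched and 708 both (91.5%). The signal of the files gave 1317.5, 1607.5 and 816 (86.9%; 89.1% and 83.6% in the replicates, where 95% of shuffles gave 85.0 to 87.9% and 76.4 to 80.1%), piRNA bins listed in both files 846, 1139 and 551 (65.1%), and edgeR on IP counts 132 enriched. The IP alone gave a share of 84.0%. The share of TRA-1 peaks that overlap a no-tag peak was 26.6% at a −log10 p of 5 and 31% at a −log10 q of 2.

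With libraries left out in turn, 148 to 881 piRNAs were depleted in *snpc-1.3(2xtbs)* (148 and 196 without WT oog. replicates 1 and 2, 274 and 224 without *snpc-1.3(2xtbs)* replicates 1 and 2), or 3.59 to 19.0% of female piRNAs, and 93.7 to 99.3% of the enriched were male. In *snpc-1.3(-)*, 83.8 to 89.0% of male were depleted and 77.8 to 81.8% of female enriched, the medians ran from −4.28 to −3.69 and from 1.61 to 1.93, and 275 to 647 other features changed. With 1 *snpc-1.3(-)* library left, no calls were made. The TRA-1 peak at the promoter was in 1 of 1 lists without either replicate. Differences of SNPC-1.3 between inside and outside the clusters ran from 0.36 to 0.45 over N2 and from −0.52 to −0.39 without SNPC-4.

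Of 429 values of the named piRNAs under alternatives, 422 kept their direction and side of the thresholds, 5 lost the call and 2 gained it, and all 7 are in *snpc-1.3(2xtbs)*. 21ur-3142 lost it with miRNA totals (0.47), all-feature totals (0.64) and a log2 fold change of 1 (0.99), and 21ur-3766 with miRNA totals (0.64) and with block and thinning (0.88). 21ur-2502 (−0.75) and 21ur-4817 (−0.72) gained it with miRNA totals.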

Differences from the paper's values

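The paper gives 2308 female piRNAs, against 4278 here with edgeR. Of the alternatives set before the data were examined, DESeq2's Wald test, which the paper's methods name, gave 2308, the paper's own number. It likewise gave the paper's other small RNA counts, apart from overlaps with the lists of an earlier study, which were not compared. DESeq2's size factors in the edgeR fit (2815), libraries thinned to the smallest piRNA total (3085) and thinning with a replicate block (2936) also came within 1.5 times of 2308. The other 19 alternatives did not.

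Fig. 3D shows about 2000 piRNAs upregulated in *snpc-1.3(-)*, read by eye, against 3576 here. With DESeq2's Wald test it was 1979. DESeq2's size factors (2317), miRNA totals (1961), all-feature totals (2160), only the 2 compared groups (2099), thinned libraries (2840), thinning with a replicate block (2672) and an adjusted p of 0.01 (2989) were also within 1.5 times of it, and the other 13 alternatives were not.

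The paper gives 691 cluster bins enriched for SNPC-1.3, 749 depleted without SNPC-4 and 393 both, against means over the replicates of 257, 351 and 134.5 here at a log2 ratio of 1. None of the alternatives set before the data were examined came within 1.5 times of them, and these were 7 for the enriched, 6 for the depleted and 7 for both. Counting the cluster bins that hold piRNAs and are listed in both files, without a fold threshold, gave 691, 749 and 393 in replicate 2, and 1001, 1529 and 709 in replicate 1; this setting was chosen after seeing the values. Of the 691 bins, 678 had a higher IP over input than N2, and of the 749, 723 had a lower one without SNPC-4.

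In those bins of replicate 2, Fig. 4C shows a median log2 ratio of about 3.7 and Fig. 4D of about −3.7, read by eye. On the scale of the signal of the files, the values here are 3.77 and −3.68 in replicate 2, and 3.70 and −3.69 in replicate 1, so they are near the readings by eye. On the scale of IP over input they are 0.77 and −0.80. No alternative set before the data were examined bears on these medians.

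The paper gives a mean of 42.01 M reads per small RNA library, from 33.05 to 50.39 M. The counts on features here have a mean of 10.9 M, from 4.34 to 22.3 M. They count reads after trimming, length selection and alignment, so the scales are not the same, and sequenced reads are not in the count files. No alternative bears on them.

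The paper states that SNPC-1.3 shows a distinct profile at bins with only male piRNAs. It reports little evidence of binding at female loci, and less binding at non-enriched loci than at male ones. In bins of 1 kb the log2 of IP over input was 0.55 and 0.64 at male bins, 0.56 and 0.64 at female bins and 0.52 and 0.61 at non-enriched bins. With DESeq2's classes, which are the classes in the authors' files, male bins exceeded female bins by 0.05 and 0.15, past the permutation test in replicate 2 (p = 0.013) and past the rank sum test in both (p = 0.029 and 0.0028). With the IP alone, by 0.03 and 0.06, they passed the rank sum test in both (p = 0.046 and 0.014) and the permutation test in neither (p = 0.37 and 0.12). Among bins with 1 piRNA, a setting chosen after seeing the values, male bins exceeded female bins by 0.07 and 0.12 (permutation p = 0.11 and 0.049) and non-enriched bins past the rank sum test in both replicates (p = 0.032 and 0.0020). The paper's profiles are around single 5′ nucleotides, which these bins do not resolve. They also use fewer bins of each class than either class set here, and the paper's choice of bins was not reproduced. The paper also states that the strain with 3 mutated sites lost most TRA-1 binding, and the peak lists, which lack the peak for all the mutated strains, do not rank them.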

Other observations

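Of the tests in this part, those of flow cells, of reads freed by male piRNAs, of class shares, of TRA-1 IP strength, read alignment and peak width, of bins with 1 piRNA, and the counts of other splits were chosen only after the result was seen.

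Other splits of the libraries were fitted in the same way. Between WT spe. and WT oog., only the real split of the 6 libraries, 1 of 10, gave 7841 called piRNAs, and the other 9 gave 0 (71 to 417 at an unadjusted p under 0.05). Between *snpc-1.3(2xtbs)* and WT oog., the real split gave 2205 and was again 1 of 10, and the next gave 313 (167 to 2199 at an unadjusted p under 0.05). A share of 1 in 10 splits is the smallest that 3 libraries against 3 allow, so the splits alone cannot exclude chance. Flow cell coincides with stage in the first comparison. If the flow cell alone set the classes, the share of male piRNAs would not follow bases upstream of the piRNA, which are not in its reads. Among tested piRNAs with the core motif, 39.8% were male where C leads it and 3.85% where T does, 35.9 points apart, and 14.8% and 58.8% were female. This argues against the flow cell as the whole source, and a part of it stays open, as does any other difference between the 2 time points.

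How many called piRNAs count as male depends on the scaling, and libraries of 48 hr are less deep than those of 72 hr. If depth were the source, DESeq2's size factors and TMM would give like shares once all libraries were thinned to 1 piRNA total. They gave 66.7% and 51% male among called piRNAs, 15.7 points apart, which argues against depth as the whole source. DESeq2's factors relative to TMM's were 0.70 in WT spe. and 1.11 to 1.18 in the other groups. The paper reports no spike-in that would set the scale without an assumption about what stayed constant.

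Female piRNAs rise in *snpc-1.3(-)* during spermatogenesis, which could come from reads freed by the loss of male piRNAs. Scaled to miRNA totals, their median log2 fold change was 0.97, and scaled to all features it was 1.08. Over the 6 pairs of 1 mutant and 1 WT spe. library, with 0.5 CPM added, the median ran from 0.65 to 1.09 with miRNA totals and from 0.80 to 1.18 with all features (SDs of 0.16 and 0.13 from the libraries of both groups). Freed reads alone would leave it near 0, so these values argue against them as the whole source, provided that miRNA totals do not themselves change. Competition between male and female piRNA loci for the same machinery stays open and was not tested. A shift of the mutant cultures toward oogenesis would move class shares of the counts toward WT oog. snRNA took 1.85% ± 0.11 in the mutant (SD, n = 2), 2.17% ± 0.43 in WT spe. and 7.53% ± 0.97 in WT oog. (SD, n = 3 each). miRNA took 81.3%, 78.3% and 59.4%, and other classes also lay on the WT spe. side. These shares, which depend on each other, argue against such a shift as the whole source. Other shifts in stage stay open.

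Of the 6141 non-enriched piRNAs, 216 were depleted in *snpc-1.3(-)*. A candidate explanation is that these are male piRNAs that miss the thresholds between the stages. With 1 WT spe. library left out of the calls, the depleted non-enriched piRNAs were higher in that library than in WT oog. in 79.4%, 90.9% and 82.8% of cases, against 39.7%, 51.9% and 41.5% of other non-enriched piRNAs of like level. In *snpc-1.3(2xtbs)*, which shares no library with *snpc-1.3(-)* against WT spe., 69.9% of the 216 were higher, against 44.4% of the other non-enriched piRNAs. These values are in line with that explanation for most of the 216.

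Across the 6086 piRNAs with at least 10 CPM, the changes in *snpc-1.3(-)* and in *snpc-1.3(2xtbs)* ran in opposite directions (Pearson −0.83, Spearman −0.75). Within classes the correlation was −0.62 (Pearson) and −0.69 (Spearman) for male, −0.16 and −0.15 for female and −0.19 and −0.19 for non-enriched piRNAs. piRNAs are not independent replicates, so no p is given. By place, 24.6% of tested piRNAs in the cluster from 13.5 to 17.2 Mb were male and 34.1% female. In the cluster from 4.5 to 7 Mb these shares were 28.8% and 19.4%, and outside both clusters 27.3% and 8.06%.

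The SNPC-1.3 signal at bins with only male piRNAs exceeded that at bins with only non-enriched piRNAs by 0.03 and 0.04 in the replicates, which did not pass the permutation test. Since male bins hold fewer piRNAs, this could hide a larger difference. Among bins with exactly 1 piRNA, male bins were higher by 0.06 (permutation p = 0.071) in replicate 1 and by 0.11 (permutation p = 0.0039) in replicate 2, so that replicate 2 passes 0.05 and replicate 1 does not, while both pass by the rank sum test (p = 0.032 and 0.0020). The differences have 1 sign in both replicates, and whether the number of piRNAs hides a difference stays open, since the tests part in replicate 1.

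No TRA-1 peak lay over the binding sites in the strains with mutated sites. If a weak IP were the source, peaks of about the same fold enrichment would be missing too. Of 281 and 287 such peaks in the *3xflag::tra-1* replicates, at least 97.2% were found in every list of these strains. By another measure the IP was weaker in these strains. Peaks at a −log10 p of at least 5 numbered 8949 to 11113 with 2 or 3 mutated sites, and 10605 and 12610 with 1. The *3xflag::tra-1* lists held 12921 and 12825. The recovery of peaks of like fold argues against a weak IP as the whole source. Reads that carry the mutated bases may fail to align to the reference, which would also remove signal. Of the peak, 63.1% in replicate 1 and 67.0% in replicate 2 lies a read length or more from every site, but reads near the summit count most and the lists hold no coverage, so this cannot be told apart from lost binding. Loss of TRA-1 binding, which the mutations were made for, stays open as the biological explanation.

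All 100 of the TRA-1 peaks with the highest fold enrichment in each *3xflag::tra-1* replicate overlap a peak of the N2 list, without a tag, of the same replicate number. Against the N2 list of the other number, 100% in replicate 1 and 99% in replicate 2 did. Wide peaks overlap others more easily, but randomly placed peaks of the same widths did so in 31.2% and 33.9% of cases on average and in at most 44% in any of 100 draws, which argues against width as the source. The top peaks had a median fold of 17.4 and 18.4, and the N2 peaks they overlap of 4.02 and 4.2. No biological explanation was tested. Outside the N2 lists, 4657 peaks were shared by both *3xflag::tra-1* replicates, and those with the highest fold enrichment lie next to *upp-1* (7.37 and 9.89), *pcp-1* (6.66 and 6.92) and *abhd-3.2* (6.44 and 10.7).

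Among features other than chromosome IV piRNAs, those with the smallest adjusted p between the stages were 21ur-13684 on chromosome V (log2 fold change 4.68), the ncRNA B0393.11 (5.61) and the pseudogene *srh-64* (3.26), higher in WT spe., and *mir-41* (−6.33) and the ncRNAs Y62F5A.14 and T05E12.10, which were near 0 CPM in WT spe. and at 84.4 and 121 CPM in WT oog. In *snpc-1.3(2xtbs)* they were *srh-64* (2.13), Y73B6A.17 (2.70) and T27E7.4 (1.79), which were higher, and T05G5.5 (−2.19), K06C4.26 (−1.98) and *linc-3*, which were lower. *linc-3* was at 0.02 CPM in *snpc-1.3(2xtbs)* and 0.66 CPM in WT oog., too low for its fold to be more than a bound. *srh-64* and T27E7.4 overlap a piRNA of chromosome IV.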
